# MiR-497∼195 cluster regulates angiogenesis during coupling with osteogenesis by maintaining endothelial Notch and HIF-1α activity

**DOI:** 10.1038/ncomms16003

**Published:** 2017-07-07

**Authors:** Mi Yang, Chang-Jun Li, Xi Sun, Qi Guo, Ye Xiao, Tian Su, Man-Li Tu, Hui Peng, Qiong Lu, Qing Liu, Hong-Bo He, Tie-Jian Jiang, Min-Xiang Lei, Mei Wan, Xu Cao, Xiang-Hang Luo

## Abstract

A specific bone vessel subtype, strongly positive for CD31 and endomucin (CD31^hi^Emcn^hi^), is identified as coupling angiogenesis and osteogenesis. The abundance of type CD31^hi^Emcn^hi^ vessels decrease during ageing. Here we show that expression of the miR-497∼195 cluster is high in CD31^hi^Emcn^hi^ endothelium but gradually decreases during ageing. Mice with depletion of miR-497∼195 in endothelial cells show fewer CD31^hi^Emcn^hi^ vessels and lower bone mass. Conversely, transgenic overexpression of miR-497∼195 in murine endothelium alleviates age-related reduction of type CD31^hi^Emcn^hi^ vessels and bone loss. miR-497∼195 cluster maintains the endothelial Notch activity and HIF-1α stability via targeting F-box and WD-40 domain protein (Fbxw7) and Prolyl 4-hydroxylase possessing a transmembrane domain (P4HTM) respectively. Notably, endothelialium-specific activation of miR-195 by intravenous injection of aptamer-agomiR-195 stimulates CD31^hi^Emcn^hi^ vessel and bone formation in aged mice. Together, our study indicates that miR-497∼195 regulates angiogenesis coupled with osteogenesis and may represent a potential therapeutic target for age-related osteoporosis.

## Abstract (web summary)

H-type endothelium, defined by the high expression of CD31 and endomucin, is found in the bone where it promotes angiogenesis and osteogensis. Here Yang *et al*. show that the miR-497∼195 cluster regulates the generation and maintenance of the H-type endothelium by controlling the levels of Notch regulator Fbxw7 and the HIF regulator P4HTM.

Different tissues have distinct metabolic requirements. Therefore, specific vessels are formed in specific tissue to provide molecular signal which decides the fate of progenitor cells and mediates cell differentiation^1^,^2^,^3^,^4^. A specific endothelium was identified in murine skeletal system that is strongly positive for CD31 and endomucin with signalling properties that support bone formation and regeneration^5^,^6^. This new capillary type is named CD31^hi^Emcn^hi^ or type H vessels and able to mediate perivascular osteoprogenitors differentiation and couple angiogenesis to osteogenesis^5^. The number of type H endothelial cells decreases during ageing correlating with the age-associate bone loss. However, the underlying mechanism of type H vessels formation and degeneration remains elusive.

MicroRNAs (miRNAs) are a class of small (∼22 nucleotides), single-stranded noncoding RNAs found in diverse organisms, which regulate the expression of mRNAs by binding the 3′ untranslated regions (UTRs) or amino acid coding sequences^7^,^8^,^9^. Post-transcriptional regulation mediated by miRNAs is thought to be one of the most important cellular regulation mode. Studies have suggested that miRNAs play crucial roles in various aspects of bone metabolism^10^,^11^,^12^. However, the roles of miRNAs in the regulation of type H vessels biology is still unclear.

In the present study, we show that miR-497∼195 cluster is highly expressed in CD31^hi^Emcn^hi^ endothelial cells and contributes to the formation of CD31^hi^Emcn^hi^ vessels. We find that miR-497∼195 promotes the formation of CD31^hi^Emcn^hi^ endothelium by maintaining endothelial Notch and HIF-1α activity. Thus, our study provides an important mechanism of miRNA regulating angiogenesis during coupling with osteogenesis.

## Results

### MiR-497∼195 cluster was strongly expressed in CD31^hi^Emcn^hi^ endothelial cells

To determine the role of miRNAs in type H vessel generation, CD31^hi^Emcn^hi^ and CD31^lo^Emcn^lo^ endothelial cells were sorted by fluorescence-activated cell sorting (FACS) from bone marrow cells of 1-month-old C57BL/6 mice to identify dysregulated miRNAs by performing miRNA microarray analysis. Among them, the expression of miR-497 and miR-195, which are found clustered at the same locus, is 3 times higher in CD31^hi^Emcn^hi^ than in CD31^lo^Emcn^lo^ endothelial cells (Fig. 1a). 

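Each array held the RNA of 1 sample, with 3 arrays of type H ECs and 3 of type L ECs from mice aged 1 month. The methods give the mice as female and the sample labels give them as male. The labels also describe a culture step before RNA extraction that the text on the arrays does not mention. For the labelling they describe cRNA made with a linear amplification kit, where the methods describe small RNAs labelled with Cy3, and which was used is not settled by the files. The arrays had 1 colour and carried 1881 mouse miRNAs with 30 spots each, read through 4415 different probes. The authors scanned the slides and extracted a background-subtracted intensity for each spot and a total signal for each miRNA with Feature Extraction 10.7.1.1. Between 263 and 281 miRNAs were detected on the type H arrays and between 295 and 309 on the type L arrays. The number of arrays limits the precision of every comparison. All 3 type H arrays lay on 1 slide and all 3 type L arrays on another, scanned separately, so slide and cell type cannot be told apart. For 65 to 85 detected miRNAs per array, the deposited total signal was larger than the miRNA's own probes give. All 458 such totals equalled a sum of the miRNA's own probe totals plus the total of the detected miRNA before it in name order. After the totals were shifted at random by a small amount, 4 of the 458 still found such a match. The values given here are therefore each miRNA's own part. The totals as deposited were the planned signal and were fitted first, and the own part was chosen after that fit was seen. The own totals were quantile-normalized over all miRNAs, values under 1 were set to 1, and log2 was taken. Arrays of one cell type then had correlations across the 231 miRNAs detected on all 6 arrays of 0.996 to 0.998, and arrays of different cell types of 0.920 to 0.936. MiRNAs are not independent replicates, so these correlations describe the arrays only. Cell types were compared with limma and Benjamini-Hochberg adjustment.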

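On the arrays the cluster is read as miR-195a-5p and miR-497a-5p, which were detected on all 6 arrays. The longer miR-195a-5p probe, GCCAATATTTCTGTGCTGC, is placed by the array's annotation on chromosome 11 of mm9 from 70048566 to 70048584. The longer miR-497a-5p probe, TACAAACCACAGTGTGCTGC, is listed at 2 positions on the same chromosome, from 70048234 to 70048253 and from 70234732 to 70234751, and which of them holds was not settled. The log2 signal of miR-195a-5p was 6.92 ± 0.016 (SD, n = 3) in type H ECs and 3.12 ± 0.38 (SD, n = 3) in type L ECs. Its log2 fold change was 3.80 (standard error 0.19, adjusted p = 2.6e-05 from limma with Benjamini-Hochberg adjustment), a 13.9-fold difference. For miR-497a-5p the log2 signal was 7.02 ± 0.021 (SD, n = 3) in type H ECs and 3.48 ± 0.11 (SD, n = 3) in type L ECs. The log2 fold change was 3.54 (standard error 0.061, adjusted p = 5.3e-07 from limma), or 11.6-fold. Every type H array was above every type L array for both miRNAs, where the exact two-sided permutation test gave p = 0.10, the smallest that 3 arrays against 3 allow. The call for miR-195a-5p depends on the signal used. On type L arrays 1 and 3 the deposited totals of miR-195a-5p were 86.6 and 95.9, of which 7.97 and 9.28 came from its own probes and the rest was the total listed for miR-195a-3p. With the totals as deposited, the log2 fold change of miR-195a-5p was 1.33 (standard error 0.94, adjusted p = 0.25 from limma), and it was not past the threshold. With other signals in the deposited files it was past it without this correction, with log2 fold changes of 3.81 in the authors' deposited log2 table (adjusted p = 3.5e-05 from limma) and 3.59 from the mean processed signal of its spots (adjusted p = 1.6e-06 from limma). That of miR-497a-5p was 3.57 with the totals as deposited. Among the alternatives set beforehand, normexp background correction moved both most, to log2 fold changes of 1.95 and 1.98. Control features that do not come from the cells were also brighter on the type H slide, by up to 1.47 on the log2 scale. Their values were deposited totals without normalization, not checked for another feature's signal. From the higher signal of both miRNAs in type H ECs, the paper states that the cluster is more highly expressed there.

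**Figure D1:**
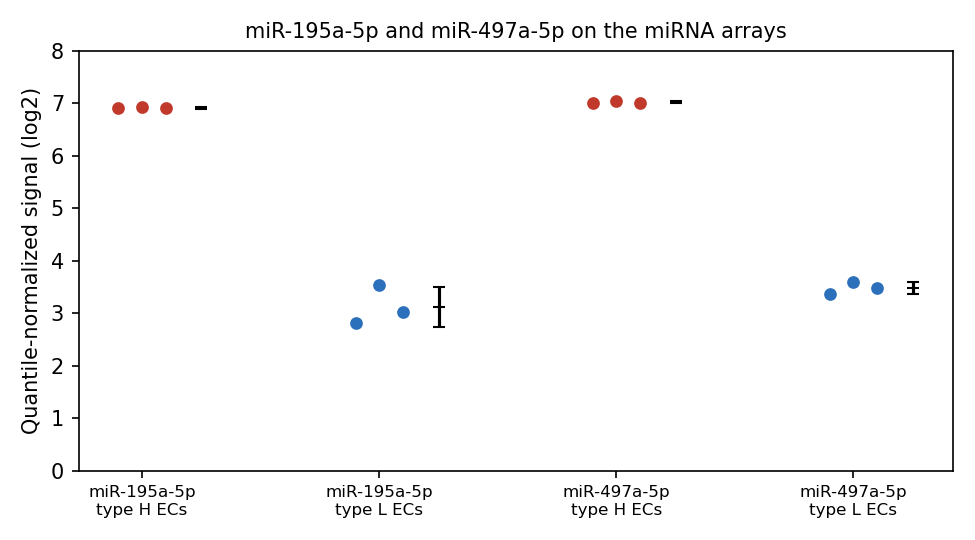
Quantile-normalized log2 signal of miR-195a-5p and miR-497a-5p on each array, from each miRNA's own probes. Points are arrays, with 3 of type H ECs and 3 of type L ECs for each miRNA, and the black mark with its bar is the mean ± SD. The type H arrays lie near 6.92 and 7.02 and the type L arrays near 3.12 and 3.48.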

The higher level of miR-497∼195 cluster expression in CD31^hi^Emcn^hi^ endothelial cells was further confirmed by quantitative real-time PCR (qRT-PCR; Fig. 1b). MiR-497 and miR-195 belong to miR-15 family, thus we also tested the expression of other members of the miR-15 family in bone marrow endothelial cells (BMECs). We observed moderate elevation of miR-15a, miR-15b and miR-16 expression levels, and great increase in miR-497∼195 expression in CD31^hi^Emcn^hi^ endothelial cells compared to CD31^lo^Emcn^lo^ endothelial cells (Supplementary Fig. 1a). Notably, the miR-497∼195 levels in human and mice endothelial cells sorted from bone marrow cells were negatively correlated with age (Fig. 1c–f). As the animals aged, the decreasing of the miR-497∼195 cluster in endothelial cells was correlated with the pronounced reduction of CD31^hi^Emcn^hi^ vessels and remarkable decrease of Osterix^+^ osteoprogenitors (Fig. 2a–d) as well as the loss of bone mass (Fig. 2e–i). These data suggest that miR-497∼195 may play an important role in regulating type H vessel formation and degeneration along with ageing in mouse and human.

### MiR-497∼195 cluster knockout mice showed impaired CD31^hi^Emcn^hi^ vessels and bone formation

To investigate the role of miR-497∼195 in endothelial cells *in vivo*, we generated endothelial-cell-specific miR-497∼195 cluster knockout (*miR-497∼195*^*−/−*^) mice by combining loxP-flanked miR-497∼195 alleles (*miR-497∼195*^*lox/lox*^) and Cdh5 (PAC)-Cre transgene. qRT-PCR confirmed that the expression level of miR-497∼195 cluster in *miR-497∼195*^*−/−*^ mice was one third of which in *miR-497∼195*^*lox/lox*^ controls (Supplementary Fig. 2a). The expression of miR-15a, miR-15b and miR-16 showed no significant difference between *miR-497∼195*^*−/−*^ and *miR-497∼195*^*lox/lox*^ controls indicating that genetic manipulation of miR-497∼195 in ECs has little effect on other members of the miR-15 family (Supplementary Fig. 2b).

Co-immunostaining of CD31 and Emcn demonstrated that the amount of CD31^hi^Emcn^hi^ endothelium in the bone was strongly reduced in *miR-497∼195*^*−/−*^ mice compared to their *miR-497∼195*^*lox/lox*^ littermates (Fig. 3a). Flow cytometric analysis showed a significant decrease of CD31^hi^Emcn^hi^ endothelial cells number in bone marrow of *miR-497∼195*^*−/−*^ mice as well as decreased fraction of EdU^+^ bone ECs (Fig. 3c,d and Supplementary Fig. 2c,d). However the total endothelial cell number and the branch number of α-SMA^+^ artery were not significantly changed in *miR-497∼195*^*−/−*^ mice (Fig. 3e and Supplementary Fig. 2e,f). Microcomputed tomography (μ-CT) showed significantly lower trabecular bone volume, number, thickness and higher trabecular separation in *miR-497∼195*^*−/−*^ mice compared to *miR-497∼195*^*lox/lox*^ controls (Fig. 4a–e). Calcein double labelling confirmed that *miR-497∼195*^*−/−*^ mice had decreased bone formation rates (BFRs; Fig. 4f–h). *miR-497∼195*^*−/−*^ mice also showed significantly decreased number of Osterix^+^ osteoprogenitors and bone surface osteoblasts relative to their control littermates (Fig. 3a,b and Supplementary Fig. 3a,b), however, the number and surface of osteoclasts in bone surface were unchanged (Supplementary Fig. 3c–e). Taken together, these results suggest that *miR-497∼195*^*−/−*^ mice have reduced CD31^hi^Emcn^hi^ vessels and bone formation.

### MiR-497∼195 cluster transgenic mice showed increased CD31^hi^Emcn^hi^ vessels and bone formation

We then generated transgenic mice overexpressing miR-497∼195 specifically in endothelial cells to investigate whether overexpression of miR-497∼195 *in vivo* would contribute to CD31^hi^Emcn^hi^ vessels growth and bone formation. qRT-PCR revealed five folds higher of miR-497∼195 expression in Tg mice as compared with that in controls (Supplementary Fig. 4a) and no alterations in the transcription of miR-15a, miR-15b and miR-16 (Supplementary Fig. 4b).

Tg mice had pronouncedly increased number of CD31^hi^Emcn^hi^ endothelial cells compared to wild-type (WT) mice detected by immunofluorescence staining and FACS analysis (Fig. 5a,c–e). The fraction of EdU^+^ ECs in bone marrow was significantly increased in Tg mice relative to their WT control indicating a positive regulatory role for miR-497∼195 in bone ECs proliferation. However, the branch number of the α-SMA^+^ arteries in Tg mice did not differ from the WT mice, as judged by α-SMA immunofluorescent staining (Supplementary Fig. 4c–f). Tg mice were also characterized by an increased number of Osterix^+^ osteoprogenitors and osteoblasts (Fig. 5a,b and Supplementary Fig. 5a,b), increased bone mass (Fig. 5f–j) and a higher BFR relative to controls (Fig. 5k,l). The number and surface of TRAP^+^ osteoclasts were not affected in Tg mice (Supplementary Fig. 5c–e). Taken together, the results suggest that overexpression of miR-497∼195 in endothelial cells promotes CD31^hi^Emcn^hi^ vessels formation and osteogenesis in mice.

### MiR-497∼195 cluster maintained Notch and HIF-1α activity in endothelial cells

BMECs were sorted by FACS and transfected with the agomiR-497∼195 or antagomiR-497∼195 to overexpress or silence miR-497∼195 cluster, respectively (Fig. 6a,b). The BMECs were then cultured in endothelial cell growth medium. Overexpression of miR-497∼195 promoted the CD31 and endomucin mRNA expression (Fig. 6c,d), whereas inhibition of miR-497∼195 attenuated the CD31 and endomucin mRNA expression in BMECs (Fig. 6c,d).

Notch signalling and HIF-1α (hypoxia inducible factor 1, alpha subunit) have been reported to be involved in the generation of type H vessel^5^,^6^. The number of type H endothelium was dramatically reduced in mice with endothelial-cell-specific disruption of notch signalling. Endothelial-cell-specific overexpression of the Notch1 intracellular domain (NICD) increased the number of type H vessel^6^. We found that HIF-1α and NICD protein levels were up-regulated by overexpression of miR-497∼195 (Fig. 6e–g), however the mRNA level of HIF-1α and Notch1 were not changed (Supplementary Fig. 6a,b). By contrast, inhibition of miR-497∼195 attenuated NICD and HIF-1α protein in BMES without influencing the mRNA level of Notch1 and HIF-1α. (Fig. 6e–g and Supplementary Fig. 6a,b).

These results suggested that miR-497∼195 promote the formation of CD31^hi^Emcn^hi^ endothelial cells by maintaining endothelial Notch and HIF-1α activity.

### MiR-497∼195 cluster targets Fbxw7 and P4HTM

To predict the targets of miR-497∼195, we employed TargetScan. Among the predicted genes, Fbxw7 (F-box and WD-40 domain protein 7) and P4HTM (Prolyl 4-hydroxylase, transmembrane) genes were the novel targets of miR-497∼195. Fbxw7 mediates the polyubiquitination and proteasomal degradation of active Notch^13^, whereas P4HTM mediates the degradation of HIF-1α (refs 14, 15).

Our results demonstrated that overexpression or inhibition of miR-497∼195 cluster altered endogenous levels of Fbxw7 and P4HTM protein without changing mRNA level (Fig. 6e,h,i and Supplementary Fig. 6c,d). P4HTM belongs to prolyl hydroxylase domain proteins (PHDs) family. We also detected the expression of other PHDs (PHD1, PHD2 and PHD3) in BMECs. However, the levels of PHD1, PHD2 and PHD3 protein in BMECs were unaffected by antagomiR-497∼195 or agomiR-497∼195 treatment (Supplementary Fig. 6e,f). Sequence analysis revealed conserved binding site for miR-497∼195 cluster in the 3′-UTR of the Fbxw7 and P4HTM gene (Supplementary Fig. 6g). To clarify whether miR-497∼195 cluster can directly regulate Fbxw7, luciferase reporter constructs containing the unaltered or mutated predicted miRNA-binding site of Fbxw7 (WT-pGL3-Fbxw7 and MUT-pGL3-Fbxw7, respectively) were generated. We transfected WT-pGL3-Fbxw7 or MUT-pGL3-Fbxw7 with agomiR-497∼195 or agomiR-NC into BMECs and measured the effects of miR-497∼195 on luciferase translation by the level of luciferase enzyme activity. AgomiR-497∼195 repressed the luciferase activity of the Fbxw7 3′-UTR reporter gene, while MUT-pGL3-Fbxw7 abolished this inhibition (Fig. 6j). The luciferase reporter experiment for P4HTM also showed similar results as for Fbxw7 (Fig. 6k). These data show that miR-497∼195 bind specifically to the 3′-UTR of Fbxw7 or P4HTM.

Small interfering RNA (siRNA) plays role in the RNA interference pathway by causing mRNA to break down after transcription^16^. We transfected cultured BMECs with Fbxw7 siRNA to silence Fbxw7 gene. The western blot analysis showed significantly lower Fbxw7 but higher NICD protein levels after transfection of siRNA-Fbxw7 compared to the control group (Fig. 6l,m). Using the same strategy, BMECs transfected with P4HTM siRNA showed significant increase of HIF-1α protein level (Fig. 6n,o).

These results demonstrate that miR-497∼195 maintains Notch and HIF-1α activity by targeting Fbxw7 and P4HTM.

### Injection of aptamer-agomiR-195 increased CD31^hi^Emcn^hi^ vessel and bone formation

To investigate the therapeutic effects of EC-specific overexpression of miRNA on age-related osteoporosis, we constructed EC-specific aptamer with defined structures which could specifically target endothelial cells using systematic evolution of ligands by exponential enrichment technology^17^,^18^,^19^ (Supplementary Fig. 7a). Four fluorescein isothiocyanate aptamers were incubated with endothelial cells to test their binding ability (Supplementary Fig. 7b,c). One candidate aptamer with the highest binding affinity was chosen for conjugating to agomiR-195. Flow cytometry analysis showed that aptamer candidates 2 (CA2) had higher binding ability to endothelial cells and satisfactory secondary structure (Supplementary Fig. 7b,c). Therefore, we chose the CA2 aptamer for the following experiment.

The aptamer-agomiR-195 was injected via tail vein of 12-month-old WT mice once per week for 3 months. qRT-PCR confirmed that intravenous injection of aptamer-agomiR-195 significantly increased the levels of miR-195 in ECs (Supplementary Fig. 7d). The number of CD31^hi^Emcn^hi^ endothelial cells in bone was significantly higher in aptamer-agomiR-195-treated mice than in vehicle-treated mice (Fig. 7a). Flow cytometric analysis showed a twofold increase in the number of CD31^hi^Emcn^hi^ endothelial cells in bone marrow of aptamer-agomiR-195–treated mice (Fig. 7c,d). However the total endothelial cells number was not changed (Fig. 7e). The trabecular bone volume and number, trabecular bone thickness was higher, but the trabecular separation was lower after aptamer-agomiR-195-treatment (Fig. 7f–j). Aptamer-agomiR-195-treated mice also had higher number of osteoblasts and Osterix^+^ osteoprogenitors on the bone surfaces (Fig. 7a,b and Supplementary Fig. 8a,b) while the number and surface of osteoclasts were not changed (Supplementary Fig. 8c–e). Calcein double labelling confirmed that trabecular BFR increased in mice treated with aptamer-agomiR-195 (Fig. 7k–m). Furthermore, bone strength was increased in those mice received aptamer-agomiR-195 treatment (Fig. 7n,o).

Taken together, these results suggested that EC-specific activation of miR-195 by intravenous injection of aptamer-agomiR-195 promoted the CD31^hi^Emcn^hi^ vessel formation, and stimulated new bone formation in aged mice.

## Discussion

Type H vessels mediate growth of the bone vasculature, generate distinct metabolic and molecular microenvironments, maintain perivascular osteoprogenitors and couple angiogenesis to osteogenesis^5^,^6^,^20^. The mechanism of type H vessel formation and degeneration is still unclear. Multiple miRNAs are important regulators of bone formation and resorption at the post-transcriptional level. However, no miRNAs have yet been identified that contribute to the regulation of type H vessel.

In the present study, we found that the miR-497∼195 cluster, which is strongly expressed in CD31^hi^Emcn^hi^ endothelial cells and gradually decreased during ageing, plays an important part in type H vessel formation. miR-497 and miR-195 belong to miR-15 family, It has been reported that miR-497∼195 negatively regulates angiogenesis in tumours^21^,^22^,^23^,^24^. Almeida *et al*. demonstrated that miR-195 in human primary mesenchymal stromal/stem cells negatively regulated proliferation, osteogenesis and had paracrine effect on angiogenesis by targeting vascular endothelial growth factor (VEGF)^25^. However, our results show that the miR-497∼195 cluster is strongly expressed in CD31^hi^Emcn^hi^ endothelial cells that promote angiogenesis and osteogenesis by maintaining endothelial Notch and HIF-1α activity in murine long bone. The discrepancy between our model system and the studies using hepatocellular carcinoma cells and prostate cancer cells is likely attributable to the distinct origin of the cells and microenvironments in which the cells reside. For instance, although Notch signalling inhibits vessel growth and endothelial proliferation in other organs, the same signalling promotes endothelial cell proliferation and angiogenesis in murine long bone^5^,^6^. The underlying mechanism of the distinct interaction of vessels and microenvironment in bone marrow and other organs merits further investigation.

Grünhagen *et al*.^26^ showed that miR-497∼195 cluster regulates osteoblast differentiation by targeting BMP signalling. We focused on the role of in endothelial cells in bone marrow. First, we revealed the role of the miR-497∼195 cluster in the formation of type H vessel. Mice depleted of miR-497∼195 in endothelial cells show significantly fewer CD31^hi^Emcn^hi^ vessels, and lower bone mass compared to WT mice. Conversely, mice transgenically overexpressing miR-497∼195 in endothelial cells showed significantly higher bone mass and more CD31^hi^Emcn^hi^ vessels. We found that miR-497-195 increased CD31 expression in endothelial cells. It has been reported that treating the endothelial cells with PHD inhibitors, such as deferoxamine mesylate (DFM), would enhance HIF-1α stability and activity, and increase transcription of CD31 (ref. 5). In this study, we demonstrate that miR-497-195 directly target P4HTM, one member of the PHD family, to enhance HIF-1α stability. Thus, there is a possibility that miR-497-195 increase CD31 expression by inhibiting P4HTM to maintain HIF-1α stability. However, we cannot exclude the possibility that other mechanism of miR-497-195-mediated increase in the endothelial CD31 transcripts may exist. The underlying mechanism of miR-497-195 regulation of CD31 transcripts in the endothelium merits further investigation.

miRNAs mediate post-transcriptional gene silencing by base pairing to the complementary sites in the 3′-UTR of the target mRNA. We investigated the target genes by miR-497∼195 in endothelial cells. It has been identified that endothelial HIF-1α and Notch activity influence type H vessel abundance and bone angiogenesis^5^,^6^. We found that miR-497∼195 promoted Notch activity and HIF-1α protein expression by targeting Fbxw7 and P4HTM genes. Fbxw7 mediates polyubiquitination and proteasomal degradation of active Notch^13^. Ramasamy *et al*.^6^ generated EC-specific Fbxw7 deficient mice that were characterized by an overactivation of Notch in endothelial cells. Type H vessel abundance and bone formation was increased in EC-specific Fbxw7 deficient mice. P4HTM promoted the degradation of HIF-1α under normoxic conditions^14^. P4HTM inhibitors, such as DFM, enhance HIF-1α stability and activity^27^. Kusumbe *et al*.^5^ demonstrated that DFM administration led to substantial expansion of type H vessel endothelium and increased osteogenesis in aged mice. Our study showed that EC-specific miR-497∼195 activation post transcriptionally inhibited Fbxw7 and P4HTM expression, maintained Notch activity and HIF-1α protein stability in endothelial cells and promoted type H vessel formation.

Aptamers are single-stranded nucleic acid molecules that bind to targets via folding into a three-dimensional structure with high affinity and selectivity^28^. Cell type-specific aptamers as drug delivery vehicles are currently undergoing clinical evaluation for ocular and haematological diseases and cancer^29^,^30^. In our study, we constructed EC-specific aptamers with secondary structures that are capable of molecular recognition specifically of endothelial cells, and combined them with angomiR-195 to specific elevate miR-195 level in endothelial cells. Our results showed that EC-specific activation of miR-195 increased type H vessel number and stimulates new bone formation in aged mice. As ageing is a major risk factor for osteoporosis, one of the major requirements for the treatment of age-related bone loss is to identify anabolic agents that can increase bone formation. Our results indicate that aptamer-mediated activation of miR-195 expression in endothelial cells promoted type H vessels formation and osteogenesis in aged mice, suggesting a novel strategy to treat age-related bone loss and senile osteoporosis. Together, our study provides mechanistic insight into how miRNA regulates angiogenesis during coupling with osteogenesis, while also providing a further rationale for its therapeutic targeting to treat age-related osteoporosis.

## Methods

### Mice

All animal care protocols and experiments were reviewed and approved by the Animal Care and Use Committees of the Laboratory Animal Research Center at Xiangya Medical School of Central South University. All mice were maintained in the specific pathogen-free facility of the Laboratory Animal Research Center at Central South University.

To generate endothelium specific miR-497∼195 knockout mice, mice carrying loxP-flanked miR-497∼195 alleles (*miR-497∼195*^*lox/lox*^) and Cdh5-Cre transgenics were interbred. The *miR-497∼195*^*lox/lox*^ littermates were used as controls. The Cdh5-Cre transgenic mice (Stock No. 017968) and loxP-flanked miR-497∼195 mice (Stock No. 34659-JAX) were purchased from Jackson Laboratory. For endothelium specific miR-497∼195 knockout experiment, five to six male mice were used for each group at each observed time point (1, 3 and 12 months) for each independent experiment.

To generate endothelial-cell-specific miR-497∼195 transgenic (Tg) mice, we first constructed Cdh5 pre-miR-497∼195 vector by subcloned the mouse pre-miR-497∼195 cDNA (synthesized by Genscript Co.) into the SalI-EcoRI site in a plasmid containing the Cdh5 promoter. Then the plasmid (Cdh5 pre-miR-497∼195) was transfected into ECs using Lipofectamine 2000 (Invitrogen). Empty vector was used as control. We used qRT-PCR to detect the expression of miR-497 and miR-195. The fragments of the Cdh5 pre-miR-497∼195 were purified and microinjected into C57BL/6 F2 mouse oocytes, and the oocytes were then surgically transferred into pseudopregnant C57BL/6 dams. One line with a highest (sixfold) overexpression of miR-497∼195 in endothelial cells was selected from five transgenic founders and bred in C57BL/6 strain for six generations to obtain offsprings with a defined genetic background. The WT (C57BL/6) mice were used as controls. For endothelial-cell-specific miR-497∼195 transgene experiment, five to six male mice were used for each group at each observed time point (1, 3 and 12 months) for each independent experiment.

### MiRNA microarray assay

Small RNAs were isolated from the total RNA of CD31^hi^Emcn^hi^ cells and CD31^lo^Emcn^lo^ cells from 1-month-old female C57BL/6 mice, and then labelled with Cy3. The OebiotechCompany performed the miRNA microarray assay. The fragmentation mixtures were hybridized to an Agilent-046065 Mouse miRNA Microarray V19.0 8 × 60 K (Agilent). Feature Extraction software 10.7.1.1 (Agilent) analysed the scanned images using default parameters to obtain background subtracted and spatially detrended processed signal intensities as the raw data. Raw data were normalized in a quantile algorithm with Genespring 12.0 (Agilent). Probes for which at least 100% of samples in any 1 condition out of 2 conditions had flags in ‘Detected’ were maintained. 

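With the detection flags in the deposited files, 256 miRNAs were detected on all 3 type H arrays and 286 on all 3 type L arrays. The filter kept the 311 miRNAs that met it in at least 1 cell type and removed 1570 of the 1881. Of those kept, 231 were detected on all 6 arrays. A further 19 were detected on every type H array and on no type L array, and 42 on every type L array and on no type H array. For these a fold is only a lower bound.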

The raw data of the microarray have been uploaded to GEO with the accession number GSE95196.

### Flow cytometry

For the analysis or sorting of CD31^hi^Emcn^hi^ cells, CD31^lo^Emcn^lo^ cells and total ECs in bone, we collected femora and tibiae after euthanization of WT mice or transgenic mice, removed epiphysis, muscles and periosteum around the bone, then crushed the metaphysis and diaphysis regions of the bone in ice-cold PBS to get the bone marrow. Then we used collagenase (Sigma, 11088793001, 2 mg ml^−1^) to digest whole bone marrow at 37 °C for 20 min to obtain single-cell suspensions. After filtration and washing, the cells were counted and incubated for 45 min at 4 °C with endomucin antibody (Santa Cruz, SC-65495, 1:50), then washed and further incubated with APC-conjugated CD31 (R&DSystems, FAB3628A, 1:100), biotin-coupled CD45 (BD, 553077, 1:100) and Ter119 (BD, 559971, 1:100) antibodies for 45 min at 4 °C. We performed acquisition on a FACS FACScan cytometer (BD Immunocytometry Systems). For demarcating and sorting CD31^hi^Emcn^hi^ cells, first standard quadrant gates were set, subsequently to differentiate CD31^hi^Emcn^hi^ cells from the total double positive cells in quadrant 2 gates were arbitrarily set at >10^3^ log Fl-4 (CD31-APC) fluorescence and >10^3^ log Fl-2 (endomucin-PE) fluorescence. CD31^+^CD45^−^Ter119^−^ cells were then sorted according to side scatter and CD31-APC fluorescence at >10^2^ log Fl-4 (CD31-APC) fluorescence after negative selection of leucocyte common antigen CD45 and Ter119 at <10^2^ log Fl-1 (CD45-FITC) fluorescence and <10^2^ log Fl-3 (Ter119-PerCP) fluorescence. We sorted CD31^+^CD45^−^Ter119^−^ cells as total BMECs from total bone marrow cells.

### Culture of BMECs from mouse and human

For mouse BMECs isolation, we collected bone marrow from tibiae and femurs of WT mice in sterile Ca^2+^ and Mg^2+^ free PBS. For human BMECs isolation, we collected bone marrow from 33 female patients with osteoarthritis or fracture undergoing knee joint replacement or open reduction internal fixation. After crushing the bone, the mixture was digested with collagenase A (Sigma, 2 mg ml^−1^) to obtain a single-cell suspension. Endothelial cells were then sorted using endomucin antibody (cat. no. SC-65495, 1:50) and Dynabeads sheep anti-Rat IgG (Invitrogen). Sorted endothelial cells were then plated on dishes coated with fibronectin and cultured in endothelial cell growth medium (EBM-2, Clonetics; Lonza) supplemented with EGM-2 Single Quots (CC-4176, Clonetic; Lonza). At first passage, cells were again MACS sorted with endomucin antibody and plated for culture. Cells were fed every third day and passaged upon confluency. Cultures were maintained at 37C with 5% CO_2_ in a humidified atmosphere. Mouse BMEC cultures between passage 2 and 5 were used for agomir-497∼195 or antagomir-497∼195 treatment and subsequent qPCR or western blot analysis.

### μCT analysis

Femora were dissected from mice, fixed overnight in 10% formalin and analysed by high-resolution μCT (Skyscan 1172, Skyscan). The scanner was set at a voltage of 65 kV, a current of 154 μA and a resolution of 13.98 μm per pixel. The image reconstruction software (NRecon v1.6), data analysis software (CTAn v1.9) and three-dimensional model visualization software (μCTVol v2.0) were used to analyse the parameters of the distal femoral metaphyseal trabecular bone. We selected the region of interest for analysis as 5% of femoral length below the growth plate. Trabecular bone volume per tissue volume (Tb. BV/TV), trabecular number (Tb. N), trabecular separation (Tb. Sp) and trabecular thickness (Tb. Th) were measured.

### Immunohistochemistry and immunofluorescence staining

Immunohistochemical staining was performed as described previously^31^,^32^, Freshly femora were dissected from mice, fixed overnight at 4 °C in 10% formalin for 24 h, decalcified in 10% EDTA (pH 7.4) for 21 days and then embedded in paraffin. Four-micrometer-thick longitudinally oriented bone sections were used for staining. We used OCN and TRAP staining to quantify number and surface of osteoblasts, number and surface of osteoclasts, respectively. We counted the numbers of positively stained cells in four random visual fields of distal metaphysis per femur in five sequential sections per mouse in each group and normalized them to the number per millimetre of adjacent bone surface (N mm^−1^) in trabecular bone.

For immunofluorescence staining freshly dissected bone tissues collected from transgenic mice and their control littermates were immediately fixed in ice-cold 4% paraformaldehyde solution for 4 h, and decalcified in 0.5 M EDTA (pH 7.4) at 4 °C for 24 h (1-month-old mice) or for 48 h (12 and 15 months old mice). The bones were then incubated in 20% sucrose and 2% polyvinylpyrrolidone (PVP) solution for 24 h, as described previously^33^,^34^,^35^. Finally, we embedded the tissues in 8% gelatin (porcine; Sigma, G2500) in presence of 20% sucrose and 2% PVP (Sigma, PVP360). Forty-micrometer-thick longitudinally oriented bone sections were stained with individual primary antibodies to mouse CD31 (Abcam, ab28364, 1:100), endomucin (Santa Cruz, V.7C7, 1:50) and Osterix (Abcam, ab22552,1:100,), overnight at 4 °C. Subsequently, we used secondary antibodies conjugated with fluorescence (Jackson ImmunoResearch, 415-605-166, 1:500; 315-545-003, 1:500; 315-605-003, 1:250) at room temperature for 1 h while avoiding light. We used isotype-matched controls, such as polyclonal rabbit IgG (R&D Systems, AB-105-C), polyclonal goat IgG (R&D Systems, AB-108-C) and monoclonal rat IgG2A (R&D Systems, 54447) under the same concentrations and conditions as negative controls. The sections were observed under a confocal microscope (FLUOVIEW FV300, Olympus).

To examine dynamic bone formation, we subcutaneously injected 0.1% calcein (Sigma, 20 mg kg^−1^ b.w.) in PBS into the mice 8 and 2 days before killing. We observed calcein double labelling in undecalcified bone slices under a fluorescence microscope. Four randomly selected visual fields in distal metaphysis of femur were measured to test trabecular bone formation.

### Three-point bending test

To measure the cortical strength of the tibia, the mechanical-testing machine equipped with a 500 N M-SI sensor (Celtron Technologies Inc.) was used to run 3-point bending test. There are 2 end support points and 1 central loading point for the 3-point bending test. The length span between 2 support points was 60% of the total bone length. Each bone was loaded at a constant speed of 0.155 mm s^−1^ until failure. The biomechanical measurement data were collected from the load-deformation curves. The maximum load (N) and stiffness (N/mm) were recorded.

### Construction of EC-specific aptamer delivery system

The selection technology to generate aptamers is called systematic evolution of ligands by exponential enrichment (systematic evolution of ligands by exponential enrichment)^28^,^36^,^37^,^38^. Briefly, ssDNA library was incubated with 1–2 × 10^6^ endothelial cells at 37 °C for 0.5 h. The bound DNAs were eluted and then incubated with non-endothelial cells at 37 °C for 0.5 h. The supernatant was desalted and amplified by PCR. The desired ssDNA was separated by streptavidin-coated magnetic beads (Promega). After multiple rounds of selection, the enriched ssDNA pool was cloned into TOP3 chemically competent *Escherichia coli* with the TA cloning kit (Invitrogen) and sequenced by Sangon, Shanghai, China. Binding assays of enriched ssDNA with the endothelial cells, mononuclear cells and osteoblasts were performed by a FACScan cytometer (BD Immunocytometry Systems). Secondary structures were predicted by RNAstructure 5.6 software. The EC-aptamer candidate 2 (CA2), a 33 bases single strand DNA sequence (5′-CCC ACG TCT GCG CTT AGC TCC TGG GCC TGG ATG GGC-3′) were selected among three candidate aptamers for its higher binding ability and satisfactory secondary structure.

AgomiR-195 and the respective negative control were synthesized by RiboBio Co. We mixed 1 part by volume of a polyethyleneimine solution (100 μg ml^−1^, pH 6.0) with 6 parts by volume of a 4.2-μM sodium citrateto form the polyethyleneimine-citrate core structure (nanocore). Then, we added 3 parts by volume of synthetic EC aptamers (50 nM) and agomiR-195 (1 μM) to the nanocore for 5 min of reaction to assemble the nanocomplex. 12-month-old male mice received either 40 μl of an agomiR-195 nanocomplex or a comparable volume of PBS via tail vein injection once per week for 12 weeks.

### mRNA 3′-UTR cloning and luciferase reporter assay

For functional analysis of miR-497∼195, the segments of the mouse Fbxw7 and P4HTM 3′-UTR, including the predicted miR-497∼195–binding site, were PCR-amplified. The PCR products were purified and inserted into the XbaI-FseI site immediately downstream of the stop codon in the pGL3 control luciferase reporter vector (Promega Corp.), resulting in mouse WT-pGL3-Fbxw7 or WT-pGL3-P4HTM vectors. The Fbxw7 and P4HTM mutants for the miR-497∼195 seed regions were prepared using the QuikChange Site-Directed Mutagenesis Kit (Stratagene) to get mouse MUT-pGL3-Fbxw7 or MUT-pGL3-P4HTM. Mouse BEPs were transfected with either WT or mutant pGL3 construct, the pRL-TK renilla luciferase plasmid (Promega Corp.), and agomiR-497∼195 or agomiR-NC for 48 h using Lipofectamine 2000 (Invitrogen). The dual luciferase reporter assay system (Promega Corp.) was used to quantify luminescent signal using a luminometer (Glomax; Promega Corp.). Each value from the firefly luciferase assay was normalized to the renilla luciferase value from the cotransfected phRL-null vector (Promega Corp.).

### qRT-PCR analysis

We performed qRT-PCR using a Roche Molecular Light Cycler as previously described^39^,^40^. TRIzol reagent (Invitrogen) was used to isolate the total RNA from tissues or cultured cells, then we used 1 μg total RNA and SuperScript II (Invitrogen) to reverse transcription. Amplification reactions were set up in 25-μl reaction volumes containing SYBR Green PCR Master Mix (PE Applied Biosystems) and amplification primers. The primer sequences used for real-time PCR were listed in Supplementary Tables 1 and 2. A 1-μl volume of cDNA was used in each amplification reaction.

### Western blot

We performed western blotting as previously described^39^. Cell lysates were prepared from BMECs transfected with agomiR-497∼195, antagomiR-497∼195, Fbxw7 siRNA, P4HTM siRNA or their negative controls in cell lyses buffer with 2% sodium dodecyl sulfate, 2 M urea, 10% glycerol, 10 Mm Tris-HCl (pH 6.8), 10 mM dithiothreitol and 1 mM phenylmethylsulfonyl fluoride. Total cell lysates were separated by SDS–polyacrylamide gel electrophoresis blotted on polyvinylidene difluoride membranes (Millipore). The membranes were incubated with specific antibodies to Fbxw7 (Abcam, ab109617, 1:1,000), P4HTM (Abcam, ab94626, 1:500), HIF-1α (Abcam, ab16066, 1:2,000) and NICD (Abcam, ab52301, 1:1,500) then reprobed with appropriate horseradish peroxidase-conjugated secondary antibodies (Santa Cruz, 1:10,000). Blots were developed using an ECL Kit (Santa Cruz), and exposed to x-ray films. The uncropped scans of blots are shown in Supplementary Figs 9 and 10.

### Study population

Human bone marrow samples were obtained from 33 patients (female) based on the inclusion and exclusion criteria. Nine patients with osteoarthritis undergoing knee joint replacement, with ages ranging from 50 to 73 years; 10 patients with tibia fracture and 14 patients with femur shaft fracture undergoing Open Reduction Internal Fixation ranging in age from 20 to 53 years (human bone marrow collection were conducted by the Orthopedic Surgery Department at Xiangya Hospital of Central South University, Changsha, Human, China). All subjects were screened using a detailed questionnaire, disease history and physical examination. Subjects were excluded from the study if they had conditions affecting bone metabolism, including diseases of the kidney, liver, parathyroid, thyroid, hyperprolactinemia, oophorectomy, rheumatoid arthritis, ankylosing spondylitis, malabsorption syndromes, malignant tumours, haematologic diseases or previous pathological fractures within one year. If the subjects had received treatment with glucocorticoids, estrogens, thyroid hormone, parathyroid hormone, fluoride, bisphosphonate, calcitonin, thiazide diuretics, barbiturates and anti-seizure medication, they were also excluded. These participants were performed bone marrow collection during bone fracture surgery and joint replacement.

The clinical study was approved by the Ethnic Committee of Xiangya Hospital of Central South University, and written informed consents were obtained from all participants before bone marrow collection.

### Statistics

Data are presented as mean±s.d. For comparisons of 2 groups, two-tailed Student’s *t*-test was used. For comparisons of multiple groups, one-way ANOVA was used. All experiments were repeated at least three times to guarantee reproducibility of findings, and representative experiments are shown. Differences were considered significant at *P*<0.05. No randomization or blinding was used and no animals were excluded from analysis. Sample sizes were selected on the basis of previous experiments.

### Data availability

The data that support the findings of this study are available within the article and Supplementary Files or available from the authors upon request. Microarray data that support the findings of this study have been deposited in the GEO database with the accession code: GSE95196. The Microarray data referenced during the study are available in a public repository from the https://www.ncbi.nlm.nih.gov/geo/.

## Additional information

**How to cite this article:** Yang, M. *et al*. MiR-497∼195 cluster regulates angiogenesis during coupling with osteogenesis by maintaining endothelial Notch and HIF-1α activity. *Nat. Commun.* **8,** 16003 doi: 10.1038/ncomms16003 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Peer Review File

## Figures and Tables

**Figure 1:**
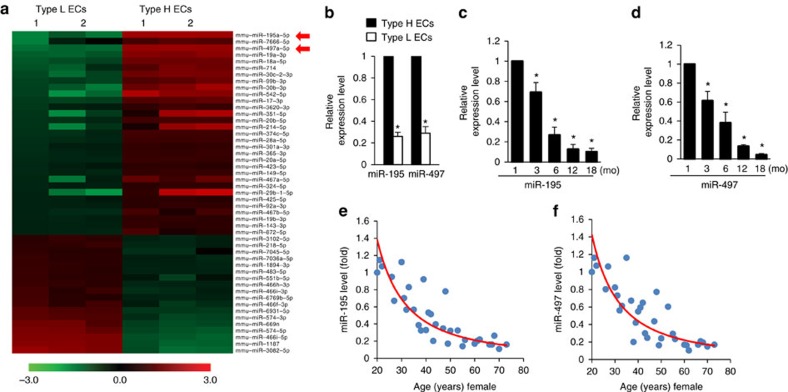
MiR-497∼195 cluster was strongly expressed in CD31^hi^Emcn^hi^ endothelial cells. (**a**) Microarray profiling results of deregulated miRNAs in CD31^hi^Emcn^hi^ and CD31^lo^Emcn^lo^ endothelial cells (Type H ECs and Type L ECs). (*n*=3 per group). (**b**) qRT-PCR analysis of miR-195/miR-497 level in Type H ECs and Type L ECs. (*n*=5 in each group from three independent experiments). (**c**,**d**) qRT-PCR analysis of the levels of miR-195 (**c**) and miR-497 (**d**) expression in endothelial cells derived from the mice at different ages. (*n*=5 mice in each group from three independent experiments). (**e**,**f**) Age-associated changes of miR-195 (**e**) and miR-497 (**f**) levels in endothelial cells from 33 human females. Data shown as mean±s.d. *P<0.05, (**b**, Student’s *t*-test; (**c**,**d**), analysis of variance (ANOVA)).

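Of the 311 miRNAs tested, 261 differed between type H and type L ECs at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 139 higher and 122 lower in type H ECs. At least a 2-fold change with an unadjusted p under 0.05 was found for 120, of which 60 were higher and 60 lower. The direction of many calls depends on the scaling. After scaling each array on the 75th percentile of the miRNAs detected on all arrays, 271 miRNAs were past the threshold, with 97 higher and 174 lower, and of the 117 with at least a 2-fold change 26 were higher and 91 lower. Without normalization, 31 of the 112 with at least a 2-fold change were higher and 81 lower. Apart from miR-195a-5p and miR-497a-5p, the largest rises among miRNAs detected on all 6 arrays with no overlap between the cell types were those of miR-19a-3p, with a log2 fold change of 2.97 (standard error 0.078, adjusted p = 2.8e-06), of miR-18a-5p, with 2.56 (standard error 0.085, adjusted p = 5.4e-06), and of miR-185-5p, with 1.78 (standard error 0.13, adjusted p = 9.3e-05), all from limma. The largest falls by the same rule were those of miR-3082-5p, at -3.26, miR-1187, at -3.06, miR-466i-5p, at -2.92, miR-574-5p, at -2.64, and miR-669n, at -2.36, with standard errors of 0.10 to 0.19. The size of these changes depends on the processing. With the totals as deposited the 3 rises were 3.62, 0.89 and 0.53 in the same order, and that of miR-185-5p was 0.95 after the 75th percentile scaling. With normexp background correction the 3 rises were 0.59, 0.86 and 0.26, and the fall of miR-669n was -1.01. Of the 122 falls past the threshold, 19 had a TGTGTG stretch in the sequence their probes bind, against 2 of the 139 rises. Probes that share such a stretch may read each other's miRNAs, so the falls named here may not be separate. All 30 names read in Fig. 1a as higher in type H ECs were higher here, and all 18 read as lower were lower. The figure was drawn from these same arrays, so this count is not a separate test. With the totals as deposited, 7 of the 30 and 4 of the 18 went the other way. After the 75th percentile scaling, 3 of the 30 did. These were miR-714, miR-99b-3p and miR-17-3p, with log2 fold changes of 1.34, 1.24 and 1.05 after quantile normalization. Before normalization, the own signal of miR-714 was 1.69 to 2.58 on type H arrays and 2.07 to 2.59 on type L arrays. For miR-99b-3p it was 2.52 to 2.97 and 2.61 to 2.89, and for miR-17-3p 2.68 to 3.34 and 2.99 to 3.21. Their rises therefore came with the quantile normalization.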

**Figure 2:**
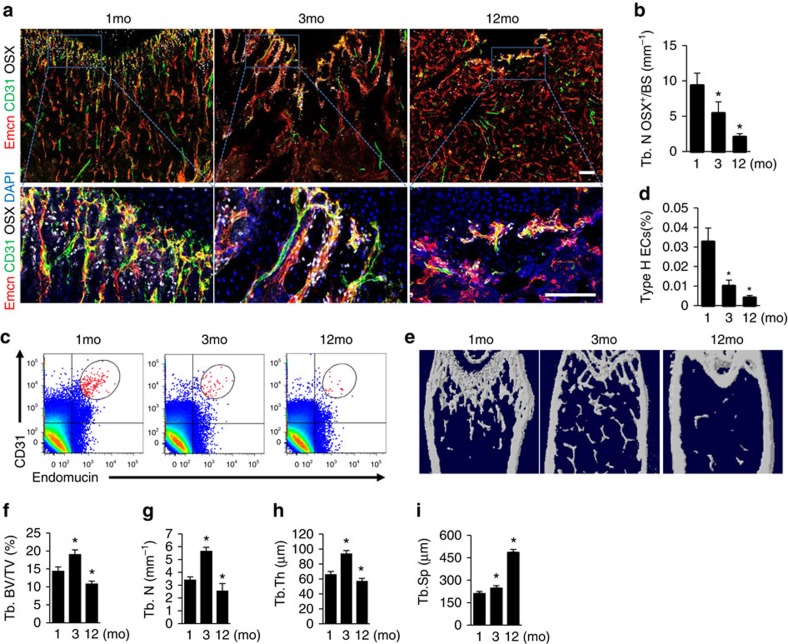
CD31^hi^Emcn^hi^ vessels and bone formation decreased during ageing. (**a**) Representative images of CD31 (green), Emcn (red) and Osterix (white) immunostaining. Nuclei, DAPI (blue). Scale bar, 100 μm. (**b**) Quantitative analysis of Osterix^+^ osteoprogenitors in distal femora. (*n*=5 mice in each group from three independent experiments). (**c**,**d**) FACS analysis dot plot (**c**) and quantitation of Type H ECs (**d**) from long bone of the indicated age group. (*n*=6 mice in each group from three independent experiments). (**e**–**i**) Representative microcomputed tomography (μCT) images (**e**) and quantitative μCT analysis (**f**–**i**) of trabecular bone microarchitecture in femora from 1-, 3- and 12-month-old WT mice. (Tb. BV/TV, trabecular bone volume per tissue volume; Tb.N, trabecular number; Tb.Th, trabecular thickness; Tb.Sp, trabecular separation. *n*=5 mice in each group from three independent experiments). Data shown as mean±s.d. *P<0.05, (analysis of variance (ANOVA)).

**Figure 3:**
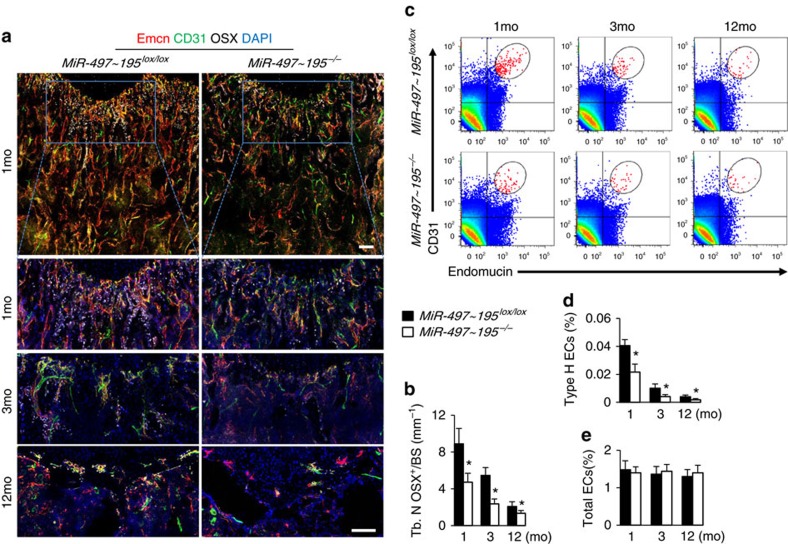
Endothelial-cell-specific MiR-497∼195 cluster knockout mice showed less CD31^hi^Emcn^hi^ vessels formation. (**a**) Representative images of CD31 (green), Emcn (red) and Osterix (white) immunostaining in femora from 1-, 3- and 12-month-old *MiR-497∼195*^*lox/lox*^ and miR-497∼195 knockout (*miR-497∼195*^*−/−*^) mice. Scale bar, 100 μm. (**b**) Quantification of number of Osterix^+^ osteoprogenitors in distal femora. (*n*=5 mice in each group from three independent experiments). (**c**–**e**) FACS analysis dot plot (**c**) and quantitation of CD31^hi^Emcn^hi^ endothelial cells (Type H ECs) (**d**) and total endothelial cells (Total ECs) (**e**) from long bone of the indicated age group. (*n*=6 mice in each group from three independent experiments). Data shown as mean±s.d. *P<0.05, (Student’s *t-*test).

**Figure 4:**
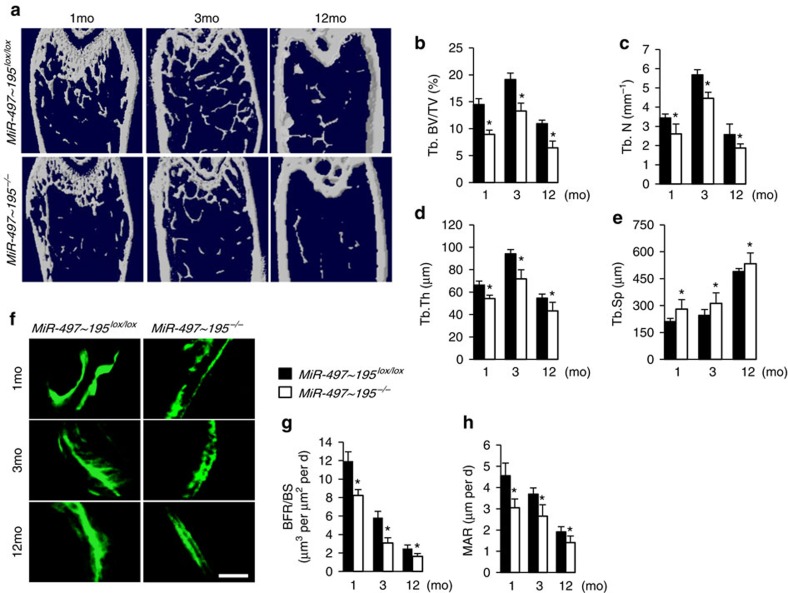
Endothelial-cell-specific MiR-497∼195 cluster knockout mice showed less bone formation. (**a**–**e**) Representative microcomputed tomography (μCT) images (**a**) and quantitative μCT analysis (**b**–**e**) of trabecular bone microarchitecture in femora from 1-, 3- and 12-month-old *MiR-497∼195*^*lox/lox*^ and *miR-497∼195*^*−/−*^ mice. (*n*=5 mice in each group from three independent experiments). (**f**–**h**) Representative images of calcein double labelling of trabecular bone (**f**) with quantification of BFR per bone surface (BFR/BS) (**g**) and mineral apposition rate (MAR) (**h**) in femora of 1-, 3- and 12-month-old *MiR-497∼195*^*lox/lox*^ and *miR-497∼195*^*−/−*^ mice. (Scale bar, 25 μm. *n*=5 mice in each group from three independent experiments). Data shown as mean±s.d. *P<0.05, (Student’s *t-*test).

**Figure 5:**
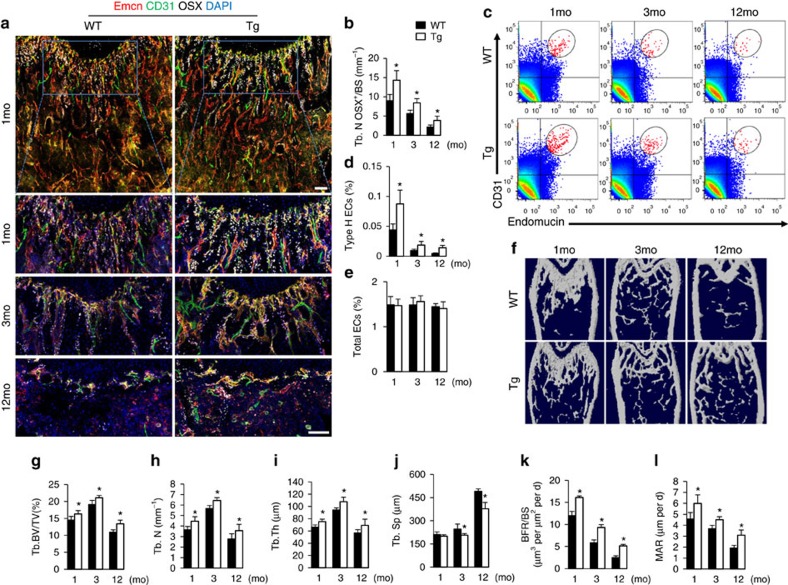
MiR-497∼195 cluster transgenic mice showed increased CD31^hi^Emcn^hi^ vessels and bone formation. (**a**) Representative images of CD31 (green), Emcn (red) and Osterix (white) immunostaining in femora from 1-, 3- and 12-month-old WT and miR-497∼195 transgenic (Tg) mice. Scale bar, 100 μm. (**b**) Quantification of number of Osterix^+^ osteoprogenitors in distal femora. (*n*=5 mice in each group from three independent experiments). (**c**–**e**) FACS analysis dot plot (**c**) and quantitation of Type H ECs (**d**) and total endothelial cells (Total ECs) (**e**) from long bone of the indicated age group (*n*=6 mice in each group from three independent experiments). (**f**–**j**) Representative microcomputed tomography (μCT) images (**f**) and quantitative μCT analysis (**g**–**j**) of trabecular bone microarchitecture in femora from 1-, 3- and 12-month-old WT and miR-497∼195 Tg mice. (*n*=5 mice in each group from three independent experiments). (**k**,**l**) quantification of BFR per bone surface (BFR/BS) (**k**) and mineral apposition rate (MAR) (**l**) in femora of 1-, 3- and 12-month-old WT and miR-497∼195 Tg mice. (*n*=5 mice in each group from three independent experiments). Data shown as mean±s.d. *P < 0.05, (Student’s *t-*test).

**Figure 6:**
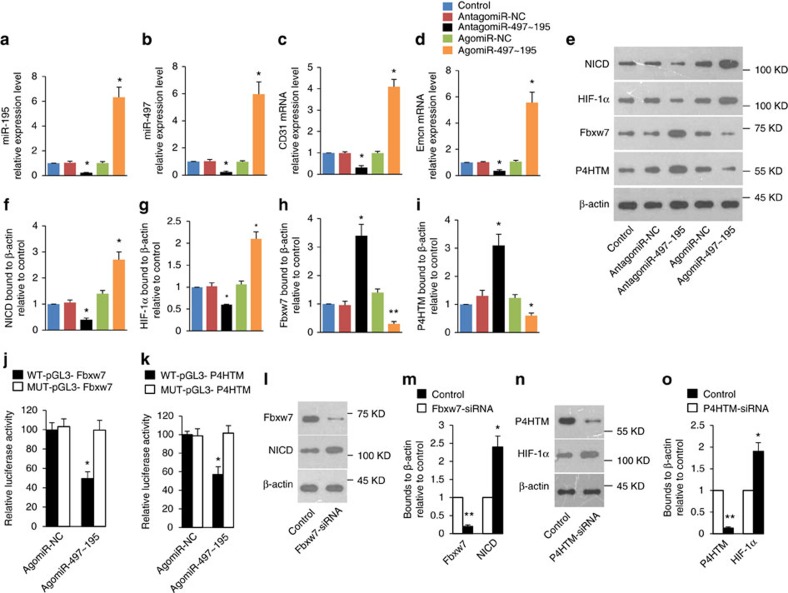
MiR-497∼195 cluster targets Fbxw7 and P4HTM to maintain endothelial Notch and HIF-α activity. (**a**,**b**) qRT-PCR analysis of the relative levels of miR-195 (**a**) and miR-497 (**b**) expression in BMECs transfected with agomiR-497∼195, antagomiR-497∼195 or their negative controls. NC, negative control. (**c**,**d**) qRT-PCR analysis of the relative levels of CD31 (**c**) and Emcn (**d**) mRNA expression in endothelial cells. (**e**–**i**) Western blot analysis (**e**) and the quantitation of the relative levels of NICD (**f**), HIFα (**g**), Fbxw7 (**h**) and P4HTM (**i**) protein expression in BMECs transfected with agomiR-497∼195, antagomiR-497∼195 or control. (*n*=3 in each group from three independent experiments). (**j**,**k**) ECs were transfected with luciferase reporter carrying WT or MUT 3′-UTR of the Fbxw7 or P4HTM gene, WT-pGL3-Fbxw7 or MUT-pGL3-Fbxw7 (**j**) WT-pGL3-P4HTM and MUT-pGL3-P4HTM (**k**) respectively, and cotransfected with agomiR-497∼195 or agomiR-NC. Effects of miR-497∼195 on the reporter constructs were determined at 48 h after transfection. Firefly luciferase values, normalized for renilla luciferase, are presented. (*n*=3 in each group from three independent experiments). (**l**,**m**) Western blot analysis (**l**) and the quantitation (**m**) of the relative levels of Fbxw7, NICD protein expression in BMECs transfected with Fbxw7 siRNA or control. (**n**,**o**) Western blot analysis (**n**) and the quantitation (**o**) of the relative levels of P4HTM, HIFα protein expression in BMECs transfected with P4HTM siRNA or control. (*n*=3 in each group from three independent experiments). Data shown as mean±s.d. *P<0.05, **P<0.01. (**j**,**k**,**m** and **o** Student’s *t*-test; **a**–**d**,**f**–**i**, analysis of variance (ANOVA)).

**Figure 7:**
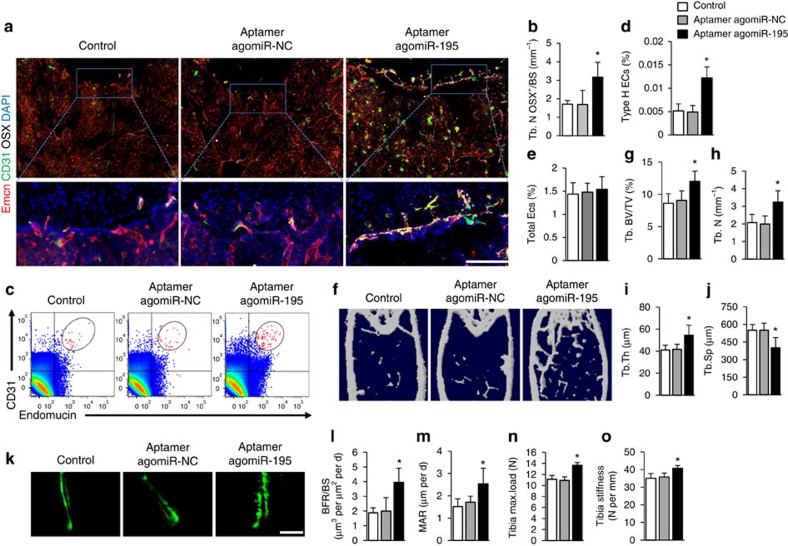
Injection of aptamer-agomiR-195 increased CD31^hi^Emcn^hi^ vessel and bone formation. Aptamer-angomiR-195 was injected via tail vein of 12-month-old mice once per week for 3 months. NC, negative control. (**a**) Representative images of CD31 (green), Emcn (red) and Osterix (white) immunostaining in femora from aptamer-agomiR-195 treated mice and their control group. Scale bar, 100 μm. (**b**) Quantification of number of Osterix^+^ osteoprogenitors in distal femora. (*n*=5 mice in each group from three independent experiments). (**c**–**e**) FACS analysis dot plot (**c**) and quantitation of CD31^hi^Emcn^hi^ endothelial cells (Type H ECs) (**d**) and total endothelial cells (Total ECs) (**e**) from long bone of the aptamer-agomiR-195 treated mice. (*n*=6 mice in each group from three independent experiments). (**f**–**j**) Representative microcomputed tomography (μCT) images (**f**) and quantitative μCT analysis (**g**–**j**) of trabecular bone microarchitecture in femora from aptamer-agomiR-195 treated mice and their control group. (**k**–**m**) Representative images of calcein double labelling of trabecular bone (**k**) with quantification of BFR per bone surface (BFR/BS) (**l**) and mineral apposition rate (MAR) (**m**). (Scale bar, 25 μm. *n*=5 mice in each group from three independent experiments). (**n**,**o**) Three-point bending measurement of tibia maximum load. (*n*=5 mice in each group from three independent experiments). Data shown as mean±s.d. *P<0.05, (analysis of variance (ANOVA)).

## References

[b1] TashiroY. . Inhibition of PAI-1 induces neutrophil-driven neoangiogenesis and promotes tissue regeneration via production of angiocrine factors in mice. Blood 119, 6382–6393 (2012).2257340410.1182/blood-2011-12-399659

[b2] Red-HorseK., CrawfordY., ShojaeiF. & FerraraN. Endothelium-microenvironment interactions in the developing embryo and in the adult. Dev. Cell 12, 181–194 (2007).1727633710.1016/j.devcel.2007.01.013

[b3] DingL., SaundersT. L., EnikolopovG. & MorrisonS. J. Endothelial and perivascular cells maintain haematopoietic stem cells. Nature 481, 457–462 (2012).2228159510.1038/nature10783PMC3270376

[b4] ButlerJ. M., KobayashiH. & RafiiS. Instructive role of the vascular niche in promoting tumour growth and tissue repair by angiocrine factors. Nat. Rev. Cancer 10, 138–146 (2010).2009404810.1038/nrc2791PMC2944775

[b5] KusumbeA. P., RamasamyS. K. & AdamsR. H. Coupling of angiogenesis and osteogenesis by a specific vessel subtype in bone. Nature 507, 323–328 (2014).2464699410.1038/nature13145PMC4943525

[b6] RamasamyS. K., KusumbeA. P., WangL. & AdamsR. H. Endothelial Notch activity promotes angiogenesis and osteogenesis in bone. Nature 507, 376–380 (2014).2464700010.1038/nature13146PMC4943529

[b7] CarthewR. W. & SontheimerE. J. Origins and mechanisms of miRNAs and siRNAs. Cell 136, 642–655 (2009).1923988610.1016/j.cell.2009.01.035PMC2675692

[b8] KimV. N., HanJ. & SiomiM. C. Biogenesis of small RNAs in animals. Nat. Rev. Mol. Cell Biol. 10, 126–139 (2009).1916521510.1038/nrm2632

[b9] ZhaoY. & SrivastavaD. A developmental view of microRNA function. Trends Biochem. Sci. 32, 189–197 (2007).1735026610.1016/j.tibs.2007.02.006

[b10] LiC.-J. . MicroRNA-188 regulates age-related switch between osteoblast and adipocyte differentiation. J. Clin. Invest. 125, 1509–1522 (2015).2575106010.1172/JCI77716PMC4396470

[b11] ZhangY. . A program of microRNAs controls osteogenic lineage progression by targeting transcription factor Runx2. Proc. Natl Acad. Sci. USA 108, 9863–9868 (2011).2162858810.1073/pnas.1018493108PMC3116419

[b12] TangP., XiongQ., GeW. & ZhangL. The role of MicroRNAs in osteoclasts and osteoporosis. RNA Biol. 11, 1355–1363 (2014).2569223410.1080/15476286.2014.996462PMC4615571

[b13] HoeckJ. D. . Fbw7 controls neural stem cell differentiation and progenitor apoptosis via Notch and c-Jun. Nat. Neurosci. 13, 1365–1372 (2010).2093564010.1038/nn.2644

[b14] JaakkolaP. . Targeting of HIF-α to the von hippel-lindau ubiquitylation complex by O2-regulated prolyl hydroxylation. Science 292, 468–472 (2001).1129286110.1126/science.1059796

[b15] KoivunenP. . An endoplasmic reticulum transmembrane prolyl 4-hydroxylase is induced by hypoxia and acts on hypoxia-inducible factor alpha. J. Biol. Chem. 282, 30544–30552 (2007).1772603110.1074/jbc.M704988200

[b16] AgrawalN. . RNA interference: biology, mechanism, and applications. Microbiol. Mol. Biol. Rev. 67, 657–685 (2003).1466567910.1128/MMBR.67.4.657-685.2003PMC309050

[b17] RayP., Rialon-GuevaraK. L., VerasE., SullengerB. A. & WhiteR. R. Comparing human pancreatic cell secretomes by in vitro aptamer selection identifies cyclophilin B as a candidate pancreatic cancer biomarker. J. Clin. Invest. 122, 1734 (2012).2248481210.1172/JCI62385PMC3336995

[b18] PhillipsC. M. . Identification of chromosome sequence motifs that mediate meiotic pairing and synapsis in *C. elegans*. Nat. Cell Biol. 11, 934 (2009).1962097010.1038/ncb1904PMC4001799

[b19] SchäferR. . Aptamer-based isolation and subsequent imaging of mesenchymal stem cells in ischemic myocard by magnetic resonance imaging. Rofo 179, 1009–1015 (2007).1787917310.1055/s-2007-963409

[b20] XieH. . PDGF-BB secreted by preosteoclasts induces angiogenesis during coupling with osteogenesis. Nat. Med. 20, 1270–1278 (2014).2528235810.1038/nm.3668PMC4224644

[b21] YanJ. J. . MiR-497 suppresses angiogenesis and metastasis of hepatocellular carcinoma by inhibiting VEGFA and AEG-1. Oncotarget 6, 29527–29542 (2015).2633682710.18632/oncotarget.5012PMC4745744

[b22] LiuA., HuangC., CaiX., XuJ. & YangD. Twist promotes angiogenesis in pancreatic cancer by targeting miR-497/VEGFA axis. Oncotarget 7, 25801–25814 (2016).2701536410.18632/oncotarget.8269PMC5041945

[b23] WangR. . MicroRNA-195 suppresses angiogenesis and metastasis of hepatocellular carcinoma by inhibiting the expression of VEGF, VAV2, and CDC42. Hepatology 58, 642–653 (2013).2346806410.1002/hep.26373

[b24] ChaoC. . miR-195 inhibits tumor progression by targeting RPS6KB1 in human prostate cancer. Clin. Cancer Res. 21, 4922 (2015).2608083810.1158/1078-0432.CCR-15-0217PMC4631653

[b25] AlmeidaM. I. . miR-195 in human primary mesenchymal stromal/stem cells regulates proliferation, osteogenesis and paracrine effect on angiogenesis. Oncotarget 7, 7–22 (2015).10.18632/oncotarget.6589PMC480797926683705

[b26] GrünhagenJ. . MiR-497∼195 cluster microRNAs regulate osteoblast differentiation by targeting BMP signaling. J. Bone Miner. Res. 30, 796–808 (2015).2540790010.1002/jbmr.2412

[b27] JonesD. T. & HarrisA. L. Identification of novel small-molecule inhibitors of hypoxia-inducible factor-1 transactivation and DNA binding. Am. Assoc. Cancer Res. 5, 2193–2202 (2006).10.1158/1535-7163.MCT-05-044316985052

[b28] LiangC. . Aptamer-functionalized lipid nanoparticles targeting osteoblasts as a novel RNA interference-based bone anabolic strategy. Nat. Med. 21, 288–294 (2015).2566517910.1038/nm.3791PMC5508976

[b29] CerchiaL. & de FranciscisV. Targeting cancer cells with nucleic acid aptamers. Trends Biotechnol. 28, 517–525 (2010).2071939910.1016/j.tibtech.2010.07.005

[b30] KeefeA. D., PaiS. & EllingtonA. Aptamers as therapeutics. Nat. Rev. Drug Discov. 9, 537–550 (2010).2059274710.1038/nrd3141PMC7097324

[b31] WangW. . Mesenchymal stem cells recruited by active TGFbeta contribute to osteogenic vascular calcification. Stem Cells Dev. 23, 1392–1404 (2014).2451259810.1089/scd.2013.0528PMC4046215

[b32] LiC. . Disruption of LRP6 in osteoblasts blunts the bone anabolic activity of PTH. J. Bone Miner. Res. 28, 2094–2108 (2013).2360918010.1002/jbmr.1962PMC3787713

[b33] LiC. . RhoA determines lineage fate of mesenchymal stem cells by modulating CTGF-VEGF complex in extracellular matrix. Nat. Commun. 7, 11455 (2016).2712673610.1038/ncomms11455PMC4855537

[b34] KusumbeA. P., RamasamyS. K., StarsichovaA. & AdamsR. H. Sample preparation for high-resolution 3D confocal imaging of mouse skeletal tissue. Nat. Protoc. 10, 1904–1914 (2015).2651366910.1038/nprot.2015.125

[b35] LiC. . Lipoprotein receptor–related protein 6 is required for parathyroid hormone–induced Sost suppression. Ann. N. Y. Acad. Sci. 1364, 62 (2015).2584768310.1111/nyas.12750PMC4592361

[b36] RayP., Rialon-GuevaraK. L., VerasE., SullengerB. A. & WhiteR. R. Comparing human pancreatic cell secretomes by in vitro aptamer selection identifies cyclophilin B as a candidate pancreatic cancer biomarker. J. Clin. Invest. 122, 1734–1741 (2012).2248481210.1172/JCI62385PMC3336995

[b37] PhillipsC. M. . Identification of chromosome sequence motifs that mediate meiotic pairing and synapsis in *C. elegans*. Nat. Cell Biol. 11, 934–942 (2009).1962097010.1038/ncb1904PMC4001799

[b38] QiP. . Immobilization of DNA aptamers via plasma polymerized allylamine film to construct an endothelial progenitor cell-capture surface. Colloids Surf. B Biointerfaces 126, 70–79 (2015).2557534710.1016/j.colsurfb.2014.12.001

[b39] LiH. . A novel microRNA targeting HDAC5 regulates osteoblast differentiation in mice and contributes to primary osteoporosis in humans. J. Clin. Invest. 119, 3666–3677 (2009).1992035110.1172/JCI39832PMC2786801

[b40] XieH. . Estrogen receptor α36 mediates a bone-sparing effect of 17β-estrodiol in postmenopausal women. J. Bone Miner. Res. 26, 156–168 (2011).2057821610.1002/jbmr.169PMC3179309

# Supplementary material for: MiR-497∼195 cluster regulates angiogenesis during coupling with osteogenesis by maintaining endothelial Notch and HIF-1α activity
**Source:** Nat Commun. 2017 Jul 7;8:16003. doi: 10.1038/ncomms16003
**Supplement:** Supplementary Information

Type of file: PDF

Title of file for HTML: Supplementary Information

Description: Supplementary Figures and Supplementary Tables.

Type of file: PDF

Title of file for HTML: Peer Review File

Description:

**Supplementary Figure 1**

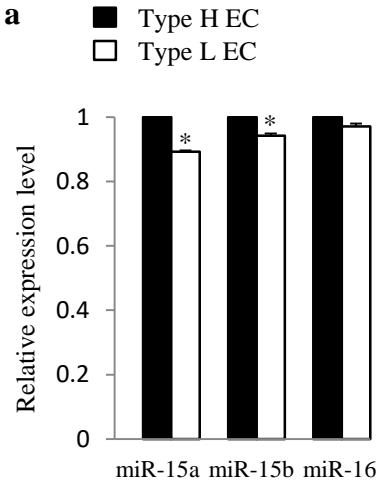

**Supplementary Figure 1. Expression level of miR-15a, miR-15b and miR-16 in isolated endothelial cells.**

**(a)** qRT-PCR analysis of miR-15a, miR-15b and miR-16 level in Type H ECs and Type L ECs. n=5 in each group from three independent experiments. Data shown as mean  $\pm$  SD. \* $P < 0.05$ , ( Student's *t*-test).

## Supplementary Figure 2

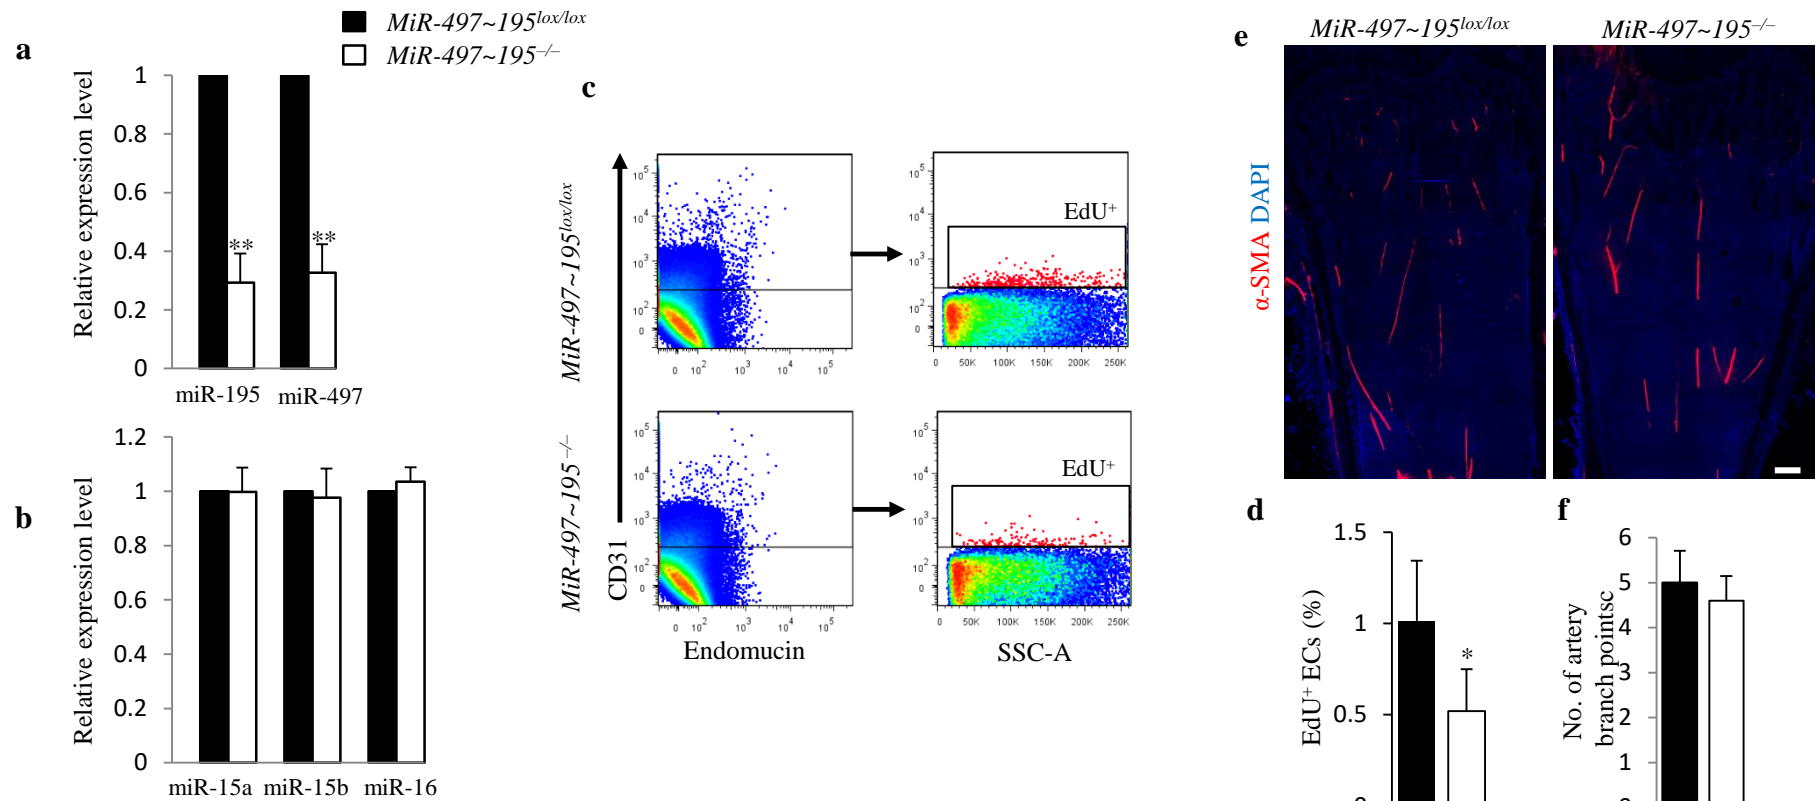

**Supplementary Figure 2. Mir-15 family Expression and endothelial cells proliferation and artery formation in endothelial cell-specific miR-497~195 knockout mice .**

(a) Expression level of miR-195/miR-497 in endothelial cells from 3 month-old *MiR-497~195<sup>-/-</sup>* mice and *MiR-497~195<sup>lox/lox</sup>* control. (b) qRT-PCR analysis of miR-15a, miR-15b and miR-16 level in endothelial cells from 3 month-old *MiR-497~195<sup>-/-</sup>* mice and *MiR-497~195<sup>lox/lox</sup>* control. (c-d) FACS analysis dot plot (c) and quantification (d) of EdU labeled endothelial cells (defined as CD31<sup>+</sup>CD45<sup>-</sup>) in BM of one-month-old *MiR-497~195<sup>-/-</sup>* mice and *MiR-497~195<sup>lox/lox</sup>* control. (e) Representative images of  $\alpha$ -SMA (red) immunostaining in thick sections (80  $\mu$ m) of one-month-old *MiR-497~195<sup>-/-</sup>* mice and *MiR-497~195<sup>lox/lox</sup>* control. Nuclei, DAPI (blue). Scale bar: 200 $\mu$ m. (f) Quantitation of  $\alpha$ -SMA<sup>+</sup> artery. n=5 in each group from three independent experiments. Data shown as mean  $\pm$  SD. \* $P < 0.05$  , \*\* $P < 0.01$ , ( Student's  $t$ -test).

## Supplementary Figure 3

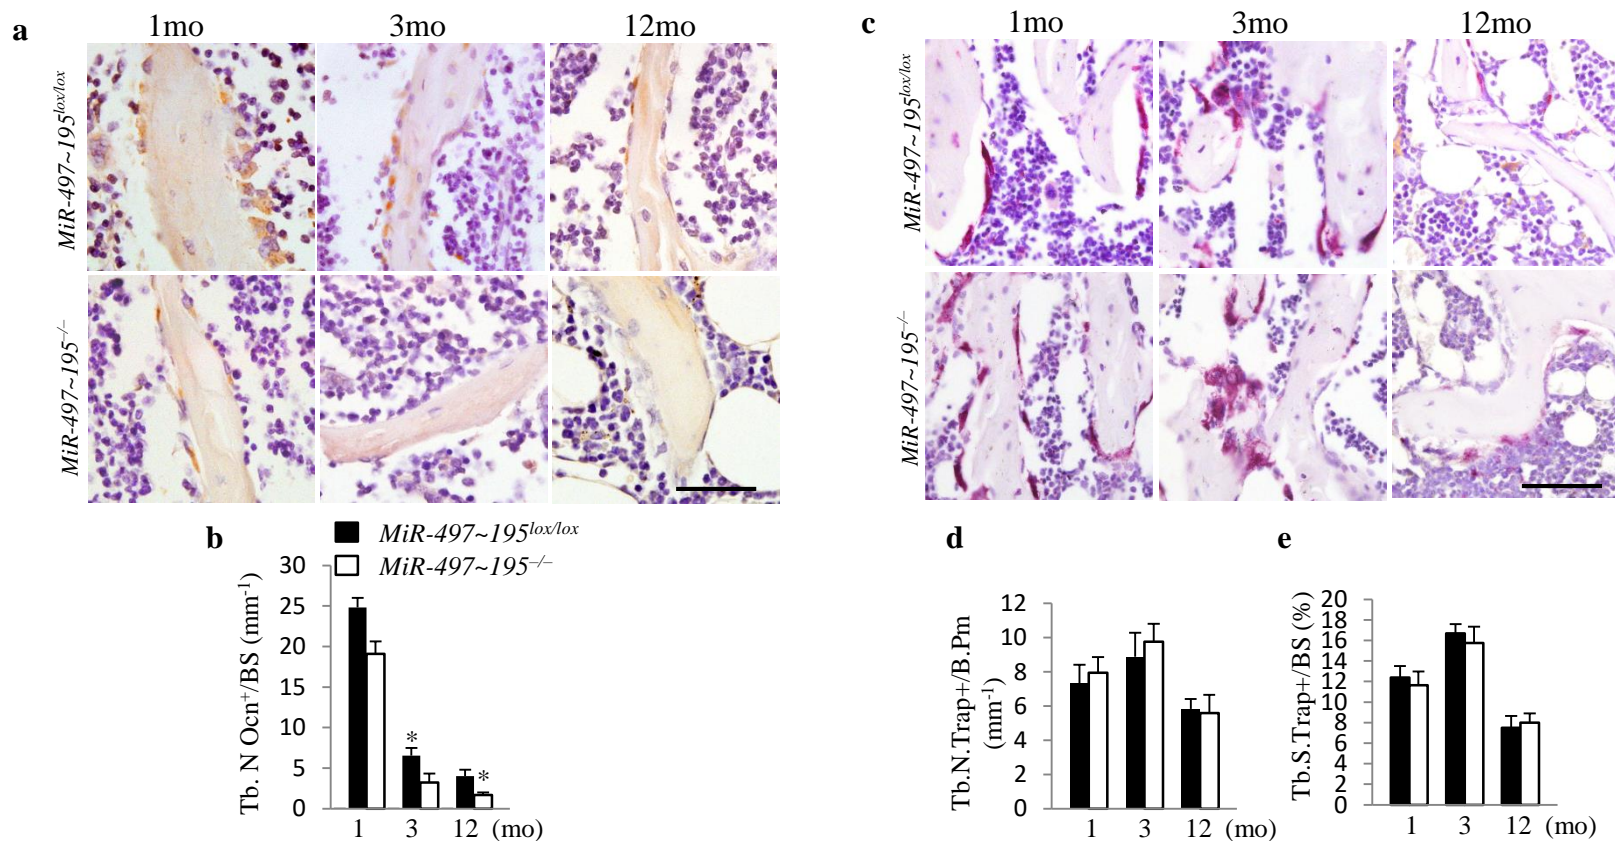

**Supplementary Figure 3. Decreased number of osteoblast cells and BMSCs osteogenic differentiation capacity in endothelial cell-specific miR-497~195 knockout mice.**

(a) Representative images of osteocalcin staining from different time point endothelial cell-specific miR-497~195 knockout mice (*MiR-497~195<sup>-/-</sup>*) and their control (*MiR-497~195<sup>lox/lox</sup>*) with quantification of number of osteoblasts (b) in distal femora. (c) Representative images of TRAP staining of femora from different time point *MiR-497~195<sup>-/-</sup>* mice and their control. (d-e) Quantification data of TRAP<sup>+</sup> cells in trabecular bone surface. Number of TRAP<sup>+</sup> cells per bone perimeter (Tb.N.Trap<sup>+</sup>/B.Pm), and TRAP<sup>+</sup> cells surface per bone surface (Tb.S.Trap<sup>+</sup>/BS), were measured. Scale bar: 50  $\mu$ m. n=5 mice in each group from three independent experiments. Data shown as mean  $\pm$  SD. \* $P < 0.05$ , (Student's *t*-test).

## Supplementary Figure 4

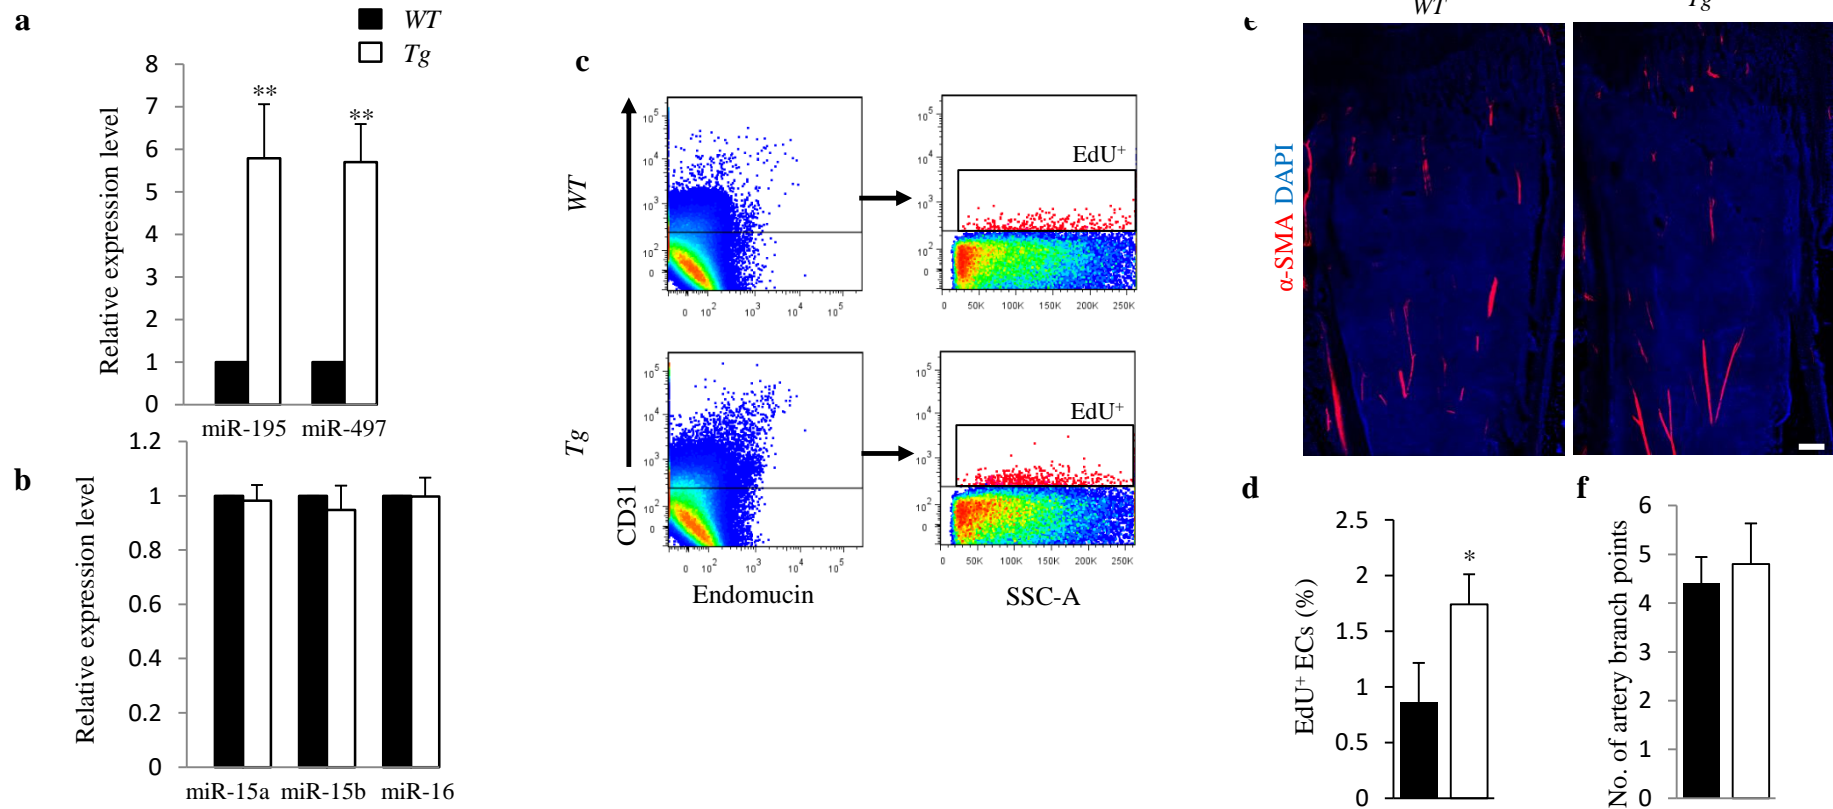

### Supplementary Figure 4. Mir-15 family Expression and endothelial cells proliferation and artery formation in endothelial cell-specific miR-497~195 overexpression mice .

(a) Expression of miR-195/miR-497 in endothelial cells from 3 month-old *WT*, *TG* mice was determined using qRT-PCR. (b) qRT-PCR analysis of miR-15a, miR-15b and miR-16 level in 3 month-old *TG* mice and *WT* control. (c-d) FACS analysis dot plot (c) and quantification (d) of EdU labeled endothelial cells (defined as CD31<sup>+</sup>CD45<sup>-</sup>) in BM of one-month-old *WT* and miR-497~195 transgenic (*Tg*) mice. (e) Representative images of  $\alpha$ -SMA (red) immunostaining in thick sections (80  $\mu$ m) of one-month-old *WT* and miR-497~195 transgenic (*Tg*) mice. Nuclei, DAPI (blue). Scale bar: 200 $\mu$ m. (f) Quantitation of  $\alpha$ -SMA<sup>+</sup> artery. n=5 in each group from three independent experiments. Data shown as mean  $\pm$  SD. \* $P$  < 0.05 , \*\* $P$  < 0.01, ( Student's *t*-test).

**Supplementary Figure 5**

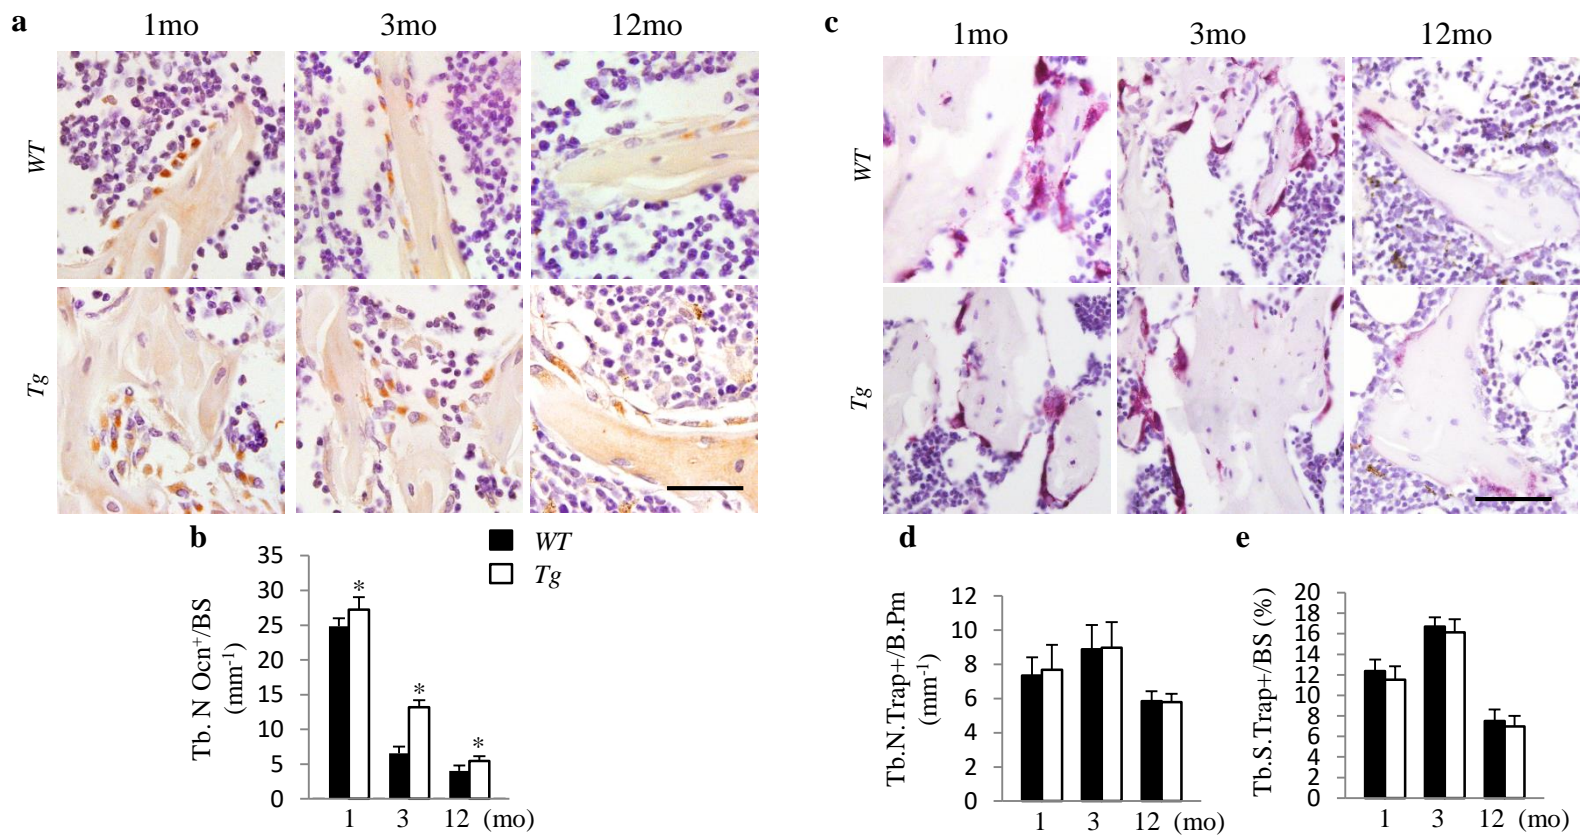

**Supplementary Figure 5. Increased number of osteoblast cells and BMSCs osteogenic differentiation capacity in endothelial cell-specific miR-497~195 overexpression mice.**

(a) Representative images of osteocalcin staining of femora from different time point endothelial cell-specific miR-497~195 transgenic mice (*Tg*) and their control (*WT*) with quantification of number of osteoblasts (b) in distal femora. (c) Representative images of TRAP staining of femora from different time point in *Tg* and *WT* mice. (d-e) Quantification data of TRAP<sup>+</sup> cells in trabecular bone surface. Number of TRAP<sup>+</sup> cells per bone perimeter (Tb.N.Trap<sup>+</sup>/B.Pm), and TRAP<sup>+</sup> cells surface per bone surface (Tb.S.Trap<sup>+</sup>/BS) were measured. Scale bar: 50  $\mu$ m. n=5 in each group from three independent experiments. Data shown as mean  $\pm$  SD. \* $P$  < 0.05, (Student's  $t$ -test).

**Supplementary Figure 6**

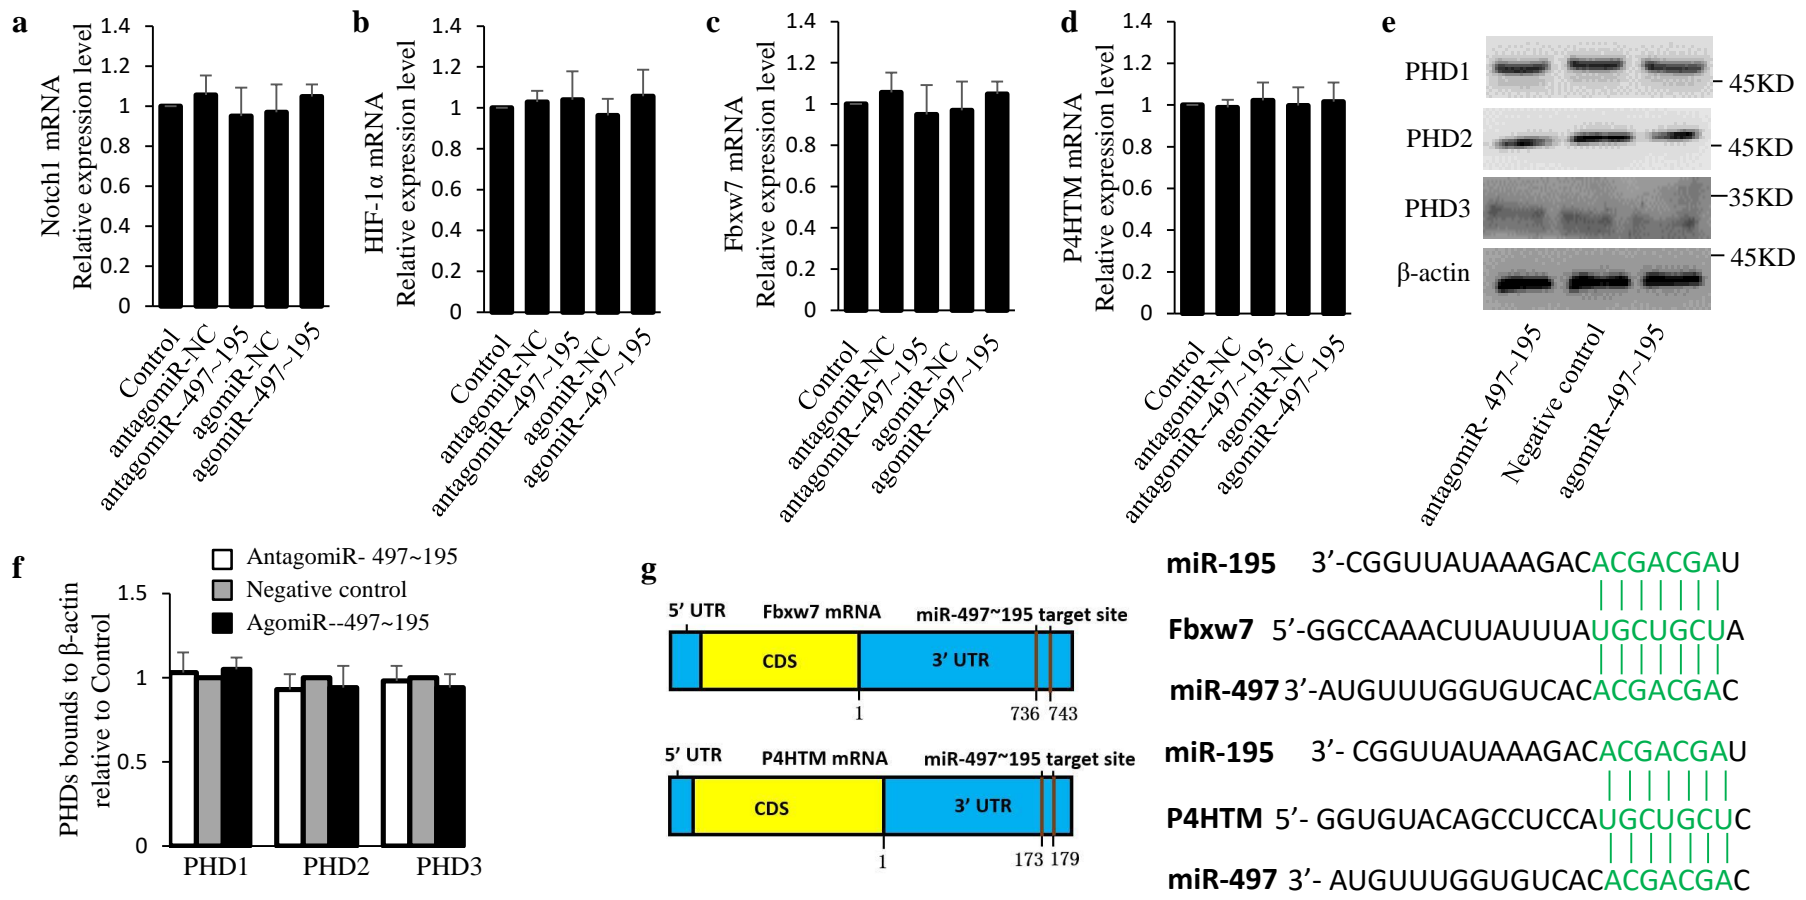

**Supplementary Figure 6. MiR-497~195 cluster promotes CD31 and endomucin expression in cultured endothelial cells via targeting Fbxw7 and P4HTM and maintaining endothelial Notch and HIF- $\alpha$  activity.** Bone marrow endothelial cells (BMECs) transfected with agomiR-497~195, antagomiR-497~195, or their negative controls. (**a-d**) qRT-PCR analysis of the relative levels of Notch1 (**a**), HIF $\alpha$  (**b**), Fbxw7 (**c**) and P4HTM (**d**) mRNA expression in endothelial cells. (**e-f**) Western blot analysis (**e**) and the quantitation (**f**) of the relative levels of PHD1-3 protein expression in BMECs transfected with agomiR-497~195, antagomiR-497~195 or control. (n=3 in each group from three independent experiments). (**g**) Schematic and target region of miR-497~195 putative target sites in mouse Fbxw7 and P4HTM 3'-UTR. NC, negative control. CDS, coding sequence. Data shown as mean  $\pm$  SD. (analysis of variance (ANOVA)).

## Supplementary Figure 7

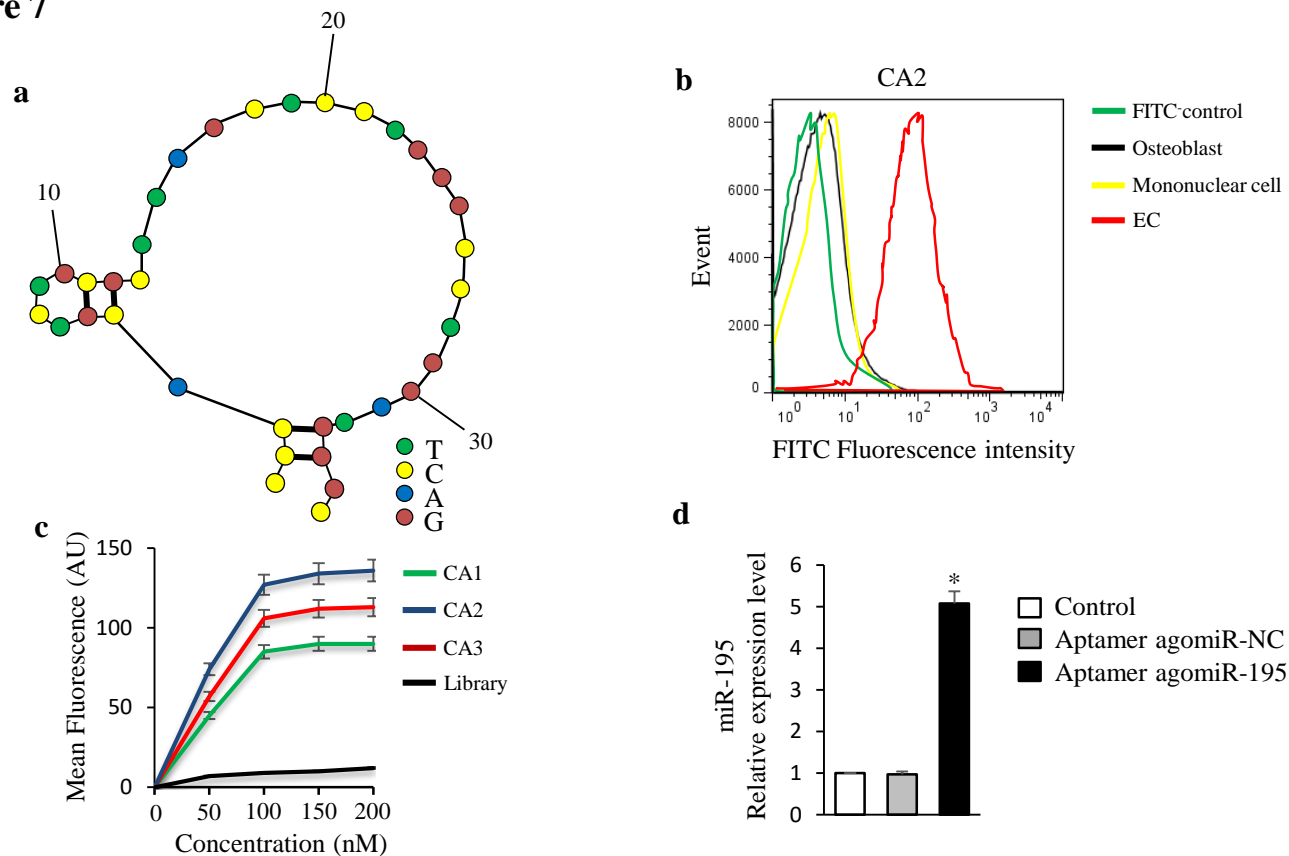

### Supplementary Figure 7. Identification of endothelial cell-specific aptamer-agomiR-195.

(a) Proposed secondary structure of EC aptamer. Thick lines, hydrogen bonds between base pairs; thin lines, main phosphodiester bond. (b) The red curve represents the ECs incubated with fluorescein isothiocyanate (FITC) aptamer; the black curve and yellow curve represent the osteoblasts and mononuclear cells incubated with FITC aptamer respectively, the green curve represents the FITC negative control. (c) Flow cytometry to determine the binding affinity of the candidate aptamers (CA1,CA2,CA3) for the EC cells at the concentrations ranged from 50 nM to 200 nM. (d) qRT-PCR analysis of the levels of miR-195 expression in ECs of mice with EC-specific angomiR-195 delivery. Aptamer-agomiR-195 was injected via tail vein of 12-month-old mice once per week for 3 months. NC, negative control. CA, candidate aptamer. n=5 mice in each group from three independent experiments. Data shown as mean  $\pm$  SD. \* $P < 0.05$ , (analysis of variance (ANOVA)).

## Supplementary Figure 8

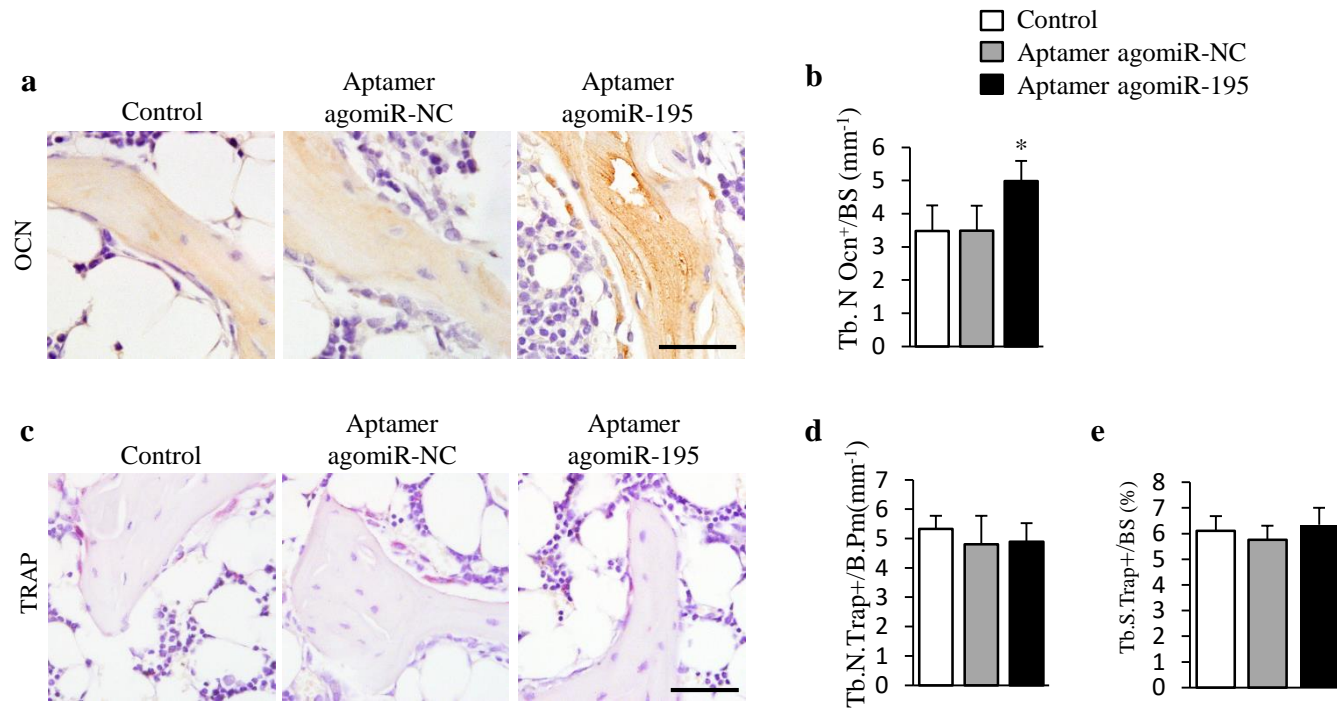

### Supplementary Figure 8. Injection of aptamer-agomiR-195 increases osteoblast but not osteoclast number in aged mice.

(a) Representative images of osteocalcin immunohistochemical staining with (b) quantification of number of osteoblasts in distal femora from aptamer-agomiR-195 treated mice and their controls. (c) Representative images of TRAP staining of femora from different time point aptamer-agomiR-195 treated mice and their controls. (d-e) Quantification data of TRAP<sup>+</sup> cells in trabecular bone surface. Number of TRAP<sup>+</sup> cells per bone perimeter (Tb.N.Trap<sup>+</sup>/B.Pm), and TRAP<sup>+</sup> cells surface per bone surface (Tb.S.Trap<sup>+</sup>/BS) were measured. Scale bar: 50  $\mu$ m. n=5 in each group from three independent experiments. Data shown as mean  $\pm$  SD. \* $P < 0.05$  (analysis of variance (ANOVA)).

Supplementary Figure 9. Uncropped scans of blots

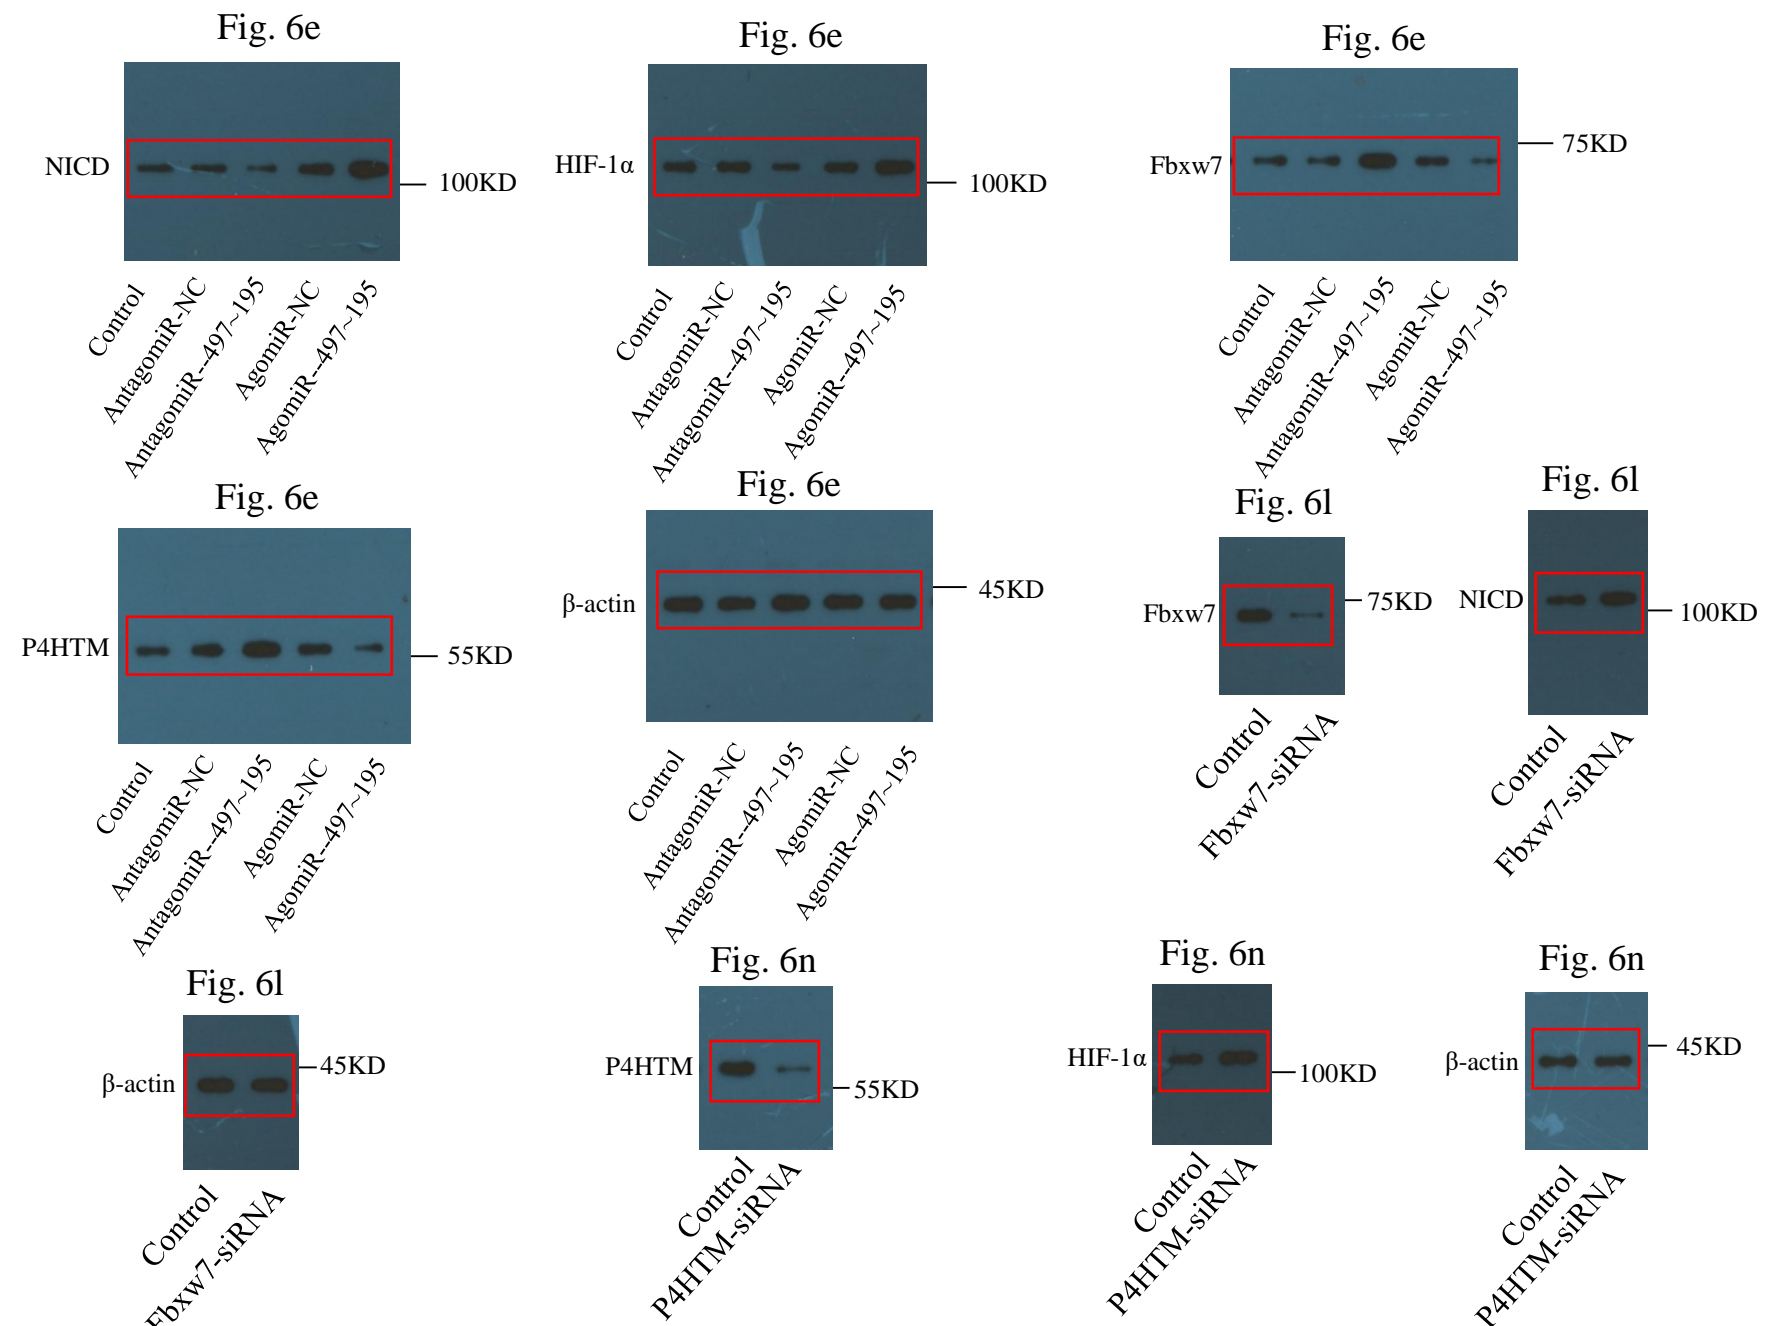

Supplementary Figure 10. Uncropped scans of blots

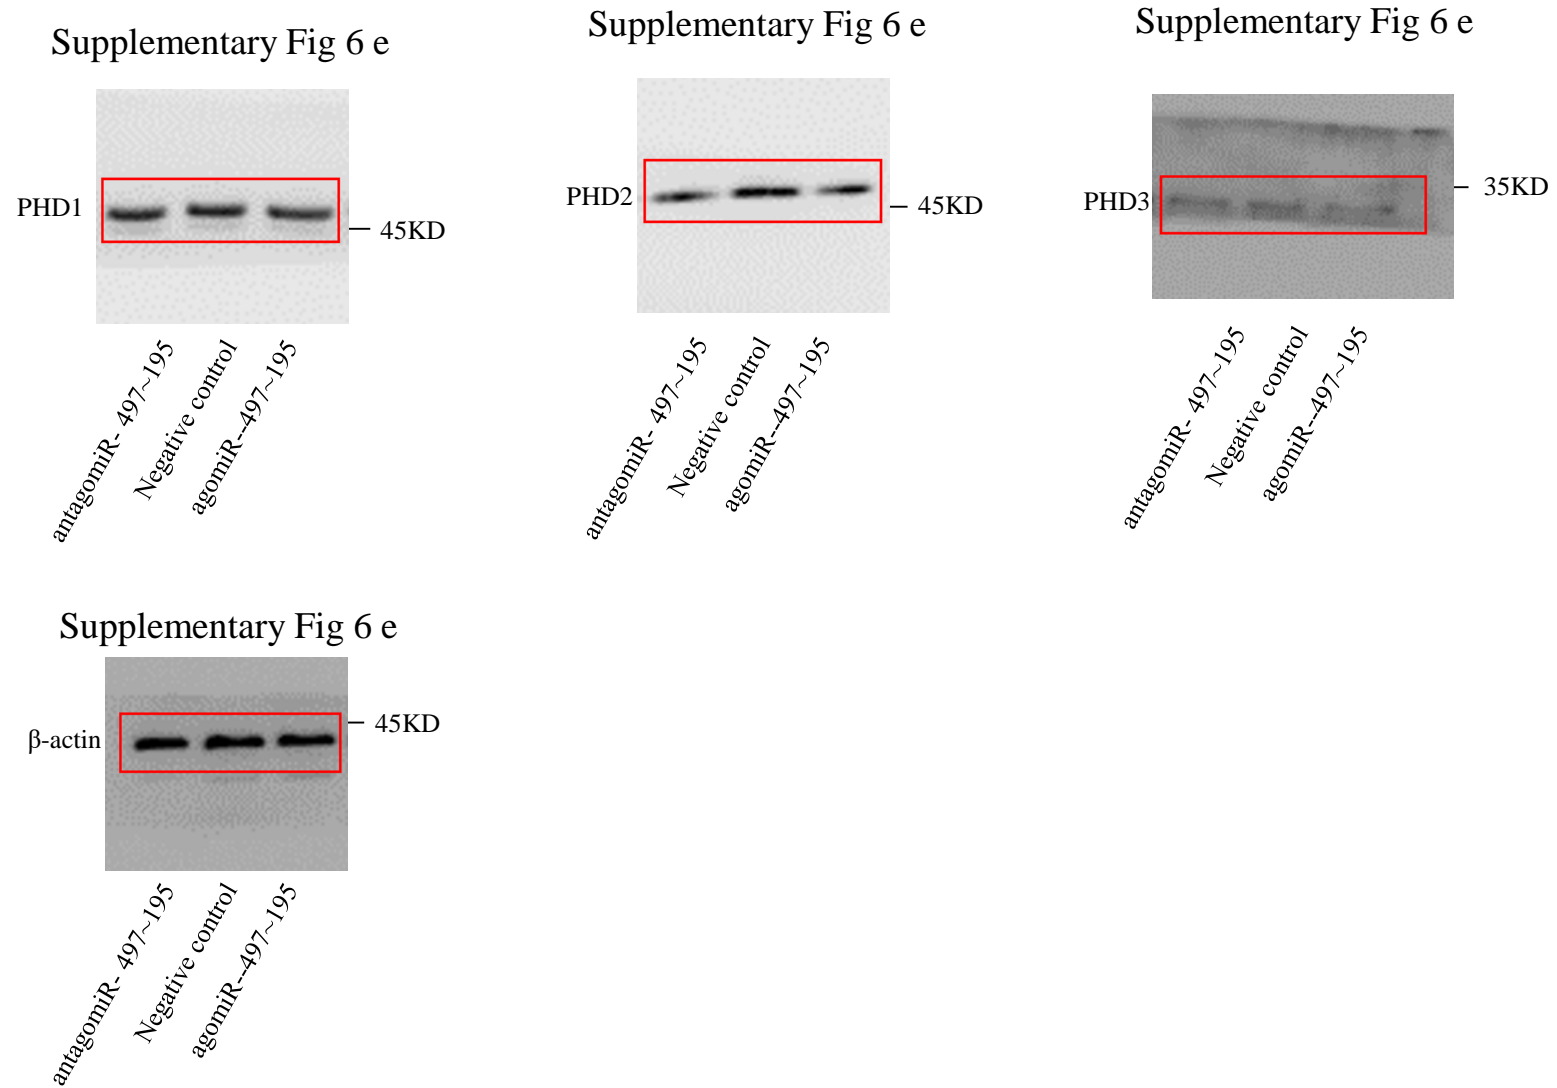

**Supplementary Table 1. Nucleotide sequences of primers used for quantitative RT-PCR detection for mRNA**

| Primers        | Forward                | Reverse                 |
|----------------|------------------------|-------------------------|
| CD31           | CTGCCAGTCCGAAAATGGAAC  | CTTCATCCACCGGGGCTATC    |
| Emcn           | AATACCAGGCATCGTGTCACT  | CTGATTCTCAGTCTTGTTCTGGG |
| Notch1         | GATGGCCTCAATGGGTACAAG  | TCGTTGTTGTTGATGTCACAGT  |
| HIF-1 $\alpha$ | ACCTTCATCGGAAACTCCAAAG | CTGTTAGGCTGGGAAAAGTTAGG |
| Fbxw7          | GTTCCGCTGCCTAATCTTCCT  | CCCTTCAGGGATTCTGTGCC    |
| P4HTM          | ACTCGCCTGGGAAATGGAC    | TCCTCATGTACTTGTGGAAGTCT |
| GAPDH          | AGGTCGGTGTGAACGGATTTG  | TGTAGACCATGTAGTTGAGGTCA |

31 **Supplementary Table 2. Nucleotide sequences of primers used for quantitative**  
32 **RT-PCR detection for microRNA**

|          | Primer    | Primer sequence(5' to 3')                              |
|----------|-----------|--------------------------------------------------------|
| miR-195a | RT primer | GTCGTATCCAGTGCAGGGTCCGAGGTATT<br>CGCACTGGATACGACGCCAAT |
|          | Forward   | CGTAGCAGCACAGAAAT                                      |
|          | Reverse   | GTGCAGGGTCCGAGG                                        |
| miR-497a | RT primer | GTCGTATCCAGTGCAGGGTCCGAGGTATT<br>CGCACTGGATACGACACAAAC |
|          | Forward   | GTGCAGGGTCCGAGGT                                       |
|          | Reverse   | TAGCCTGCAGCACACTGTGGT                                  |
| U6       | RT primer | GAACGCTTCACGAATTTGCGTGTCAT                             |
|          | Forward   | CTCGCTTCGGCAGCACA                                      |
|          | Reverse   | AACGCTTCACGAATTTGCGT                                   |

How the deposited data were processed for this re-analysis (not part of the article)

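MiRNA was measured on 1-colour Agilent arrays of sorted type H and type L ECs, with 3 arrays of each. The authors extracted spot intensities and a total signal per miRNA with Feature Extraction 10.7.1.1 and deposited these intensities without normalization between arrays. They also deposited a table of log2 values that their methods describe as quantile-normalized. That table holds 1902 features, of which 21 are controls. Its column medians were -3.30, -3.26 and -3.26 for the type H arrays and -3.31, -3.32 and -3.32 for the type L arrays, which is the level of miRNAs that were not detected. Set against the scanner's values, its scale is log2 and its direction is that of the signal, and its offset at the floor stays unknown. The files' header names another array design number than the methods do.

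The deposited total signal per miRNA was checked against the totals of its own probes in the same file. On each array 65 to 85 detected miRNAs, 24.7 to 28.8% of those detected, had a total that no sum of their own probe totals gives. In all 458 cases the excess equalled, within a relative tolerance of 1e-05, the total of the detected miRNA next before it in name order, and 142 miRNAs were concerned on at least 1 array. The correlation of the authors' log2 table with the log2 totals across detected miRNAs was 0.611 to 0.730 as deposited and 0.975 to 0.999 for the own part. The planned design named the total signal per miRNA. That column holds other miRNAs' signal as well, so the planned fit was run on the own part, with nothing else changed, and every result was also computed from the totals as deposited. The totals as deposited were fitted first. The own part was chosen after that fit had been seen, and it moves miR-195a-5p past the threshold. How the totals came to hold the other signal was not tested. On type L array 3, the own part of 1 miRNA could be split in more than 1 way, and the match to the nearest miRNA was taken.

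Own totals were quantile-normalized on the linear scale over the 1881 miRNAs, values under 1 were set to 1, and log2 was taken. The paper's filter, detection on all arrays of at least 1 cell type, kept 311 miRNAs. Cell types were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 over all 6 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. The text names no test for the arrays, and its statistics section gives a two-tailed Student's t-test for 2 groups, which was run as an alternative. Sets of miRNAs were tested with camera at a preset correlation of 0.01 and with fry. For a miRNA detected on no array of a cell type, the fold is a lower bound: the mean of the other cell type against the mean, per array, of the higher of the lowest signal among detected miRNAs and the miRNA's own. On simulated data for the comparison of type H and type L, with 311 miRNAs of which 60 were changed by 2 on the log2 scale, limma recovered 59 with 1 unchanged miRNA called, and with no change simulated it called 0. The simulated values were independent normal draws around normalized means, without a slide effect, a floor or a new normalization. False calls from these sources were therefore not tested.

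The rule for naming miRNAs, set before the data were examined, covers both arms of miR-195a and miR-497a, the miRNAs of listed sets, most of which are given only as a set, and the 5 largest rises and falls among miRNAs past the threshold that were detected on all 6 arrays without overlap between cell types. MiR-497a-3p was detected on 0 arrays and has no value. Names in Fig. 1a were read by eye and counted by direction only, and 1 name that could not be read with certainty was left out. Alternatives covered the normalization, the signal and background correction, the filter, the floor, the test, weights per array, the replicate number as a block and each array left out. These were set before the data were examined, but those that start from the total signal were planned on the totals as deposited and are given on the own part. The mean processed signal, normexp and the authors' log2 table are other signals and were left as planned. A genome sequence was not used here.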

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

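The tests named here were chosen after the values had been seen. The other arm of the cluster, miR-195a-3p, which the paper does not report from the arrays, was detected on all 3 type L arrays and on no type H array, opposite to miR-195a-5p. It was at least 1.55-fold brighter in type L ECs (adjusted p = 0.0034 from limma). That bound and the call both depend on the floor. Under a higher floor its log2 fold change was -0.46, with an adjusted p of 0.11 from limma, no longer past the threshold. Its deposited total included that of the miRNA before it on 2 of the 3 type L arrays. Slide and cell type cannot be told apart, because each cell type lies on 1 slide of its own. A difference between the cell types stays open and was not tested apart from the slide.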

How the results depend on the processing

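The totals as deposited were the planned signal and were fitted first. The own part, on which the results rest, was chosen after that fit had been seen. With the totals as deposited the log2 fold change of miR-195a-5p was 1.33 (adjusted p = 0.25 from limma) against 3.80, because 2 type L arrays then include another miRNA's total. Across the planned fit and its alternatives on these totals, 16 settings in all, it lay between 0.31 and 2.25 and was past the threshold in 1, without type L replicate 2, where it was 0.31 (adjusted p = 0.0070 from limma). MiR-497a-5p was past it in all 16, between 3.21 and 3.70. MiR-16-5p (0.11, adjusted p = 0.19), miR-17-3p (0.11, adjusted p = 0.17), miR-145a-5p (0.47, adjusted p = 0.74, against 2.72) and miR-140-3p (-0.16, adjusted p = 0.10, all from limma) were not past it with the totals as deposited. Of the stromal members 4 were, against 6, and 3 family members outside the cluster were, against 4. The totals as deposited put 218 miRNAs past the threshold, 208 of them among the 261 from the own part.

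On the own part, or with other signals than the totals, the alternatives set before the data were examined gave other values. The log2 fold change of miR-195a-5p lay between 1.95 and 4.07, with adjusted p between 1.1e-07 and 0.00073, and that of miR-497a-5p between 1.98 and 3.63, with adjusted p between 5.7e-08 and 0.00014. Both stayed past the threshold under each. With each array left out in turn, miR-195a-5p ranged from 3.69 to 4.07 and miR-497a-5p from 3.49 to 3.63. The number past the threshold ranged from 252 to 260, the number with at least a 2-fold change from 117 to 122, the family members outside the cluster stayed at 4 and the sets past the threshold at 2.

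The number of miRNAs with at least a 2-fold change and an unadjusted p under 0.05 was 120 and depended on the signal used. It was 79 with the mean processed signal, 8 with normexp background correction, 52 among miRNAs detected on all 6 arrays, where fewer are tested and 35 were higher and 17 lower, and 75 with a higher floor. The cause was not tested for the mean processed signal. Normexp adds an offset of 50, which draws the folds of dim miRNAs towards 1.

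How the calls divide depends on the scaling, and for those with at least a 2-fold change also on the filter. Of the calls, 53.3% were higher in type H ECs after quantile normalization, 35.8% after 75th percentile scaling over miRNAs detected on all arrays and 40.2% without normalization. The number with at least a 2-fold change divides as 60 higher and 60 lower, 26 and 91, and 31 and 81 under these. The median log2 difference over those 231 miRNAs was 0.19, -0.21 and -0.11 under these. The 75th percentile over all miRNAs gave the same values as no normalization, since that percentile falls on the value given to miRNAs that were not detected, so it tests nothing. MiR-17-3p reversed to -0.15 after 75th percentile scaling, itself past the threshold (adjusted p = 0.039 from limma), and to -0.053 without normalization and with the 75th percentile over all miRNAs. MiR-199a-3p, which was not past the threshold, reversed to -0.069 after 75th percentile scaling and to -0.11 in the authors' table.

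Labels number the arrays 1 to 3 in both cell types, but same-numbered arrays did not deviate together, with correlations across miRNAs of 0.033, 0.051 and 0.0070. With the replicate block, 249 miRNAs were past the threshold, 120 had at least a 2-fold change, the log2 fold changes of 3.80 and 3.54 were the same, and 4 family members and 2 sets were past it. Slide as a block was not run, since it cannot be separated from cell type. Of the 6 arrays, 10 splits into 3 against 3 can be made, and only the real one gave as many calls, 1 of 10 for both counts, so chance cannot be excluded by this count, whose share is never smaller with 3 arrays against 3. The real split is also the split by slide. On each array 1572 to 1618 of the 1881 miRNAs were not detected, and nothing can be said of these.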

Differences from the paper's values

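The paper gives both miRNAs of the cluster as 3 times higher in type H ECs. The arrays gave 13.9-fold for miR-195a-5p and 11.6-fold for miR-497a-5p, which are 3.80 and 3.54 on the log2 scale. The paper's text names no log scale for its value, so whether 3 was meant on that scale is not settled. On the linear scale, of the alternatives set before the data were examined, only normexp background correction came within 1.5 times of the paper's value, at 3.87-fold and 3.96-fold. The others did not, from 11.9 to 16.8-fold for miR-195a-5p and from 9.81 to 12.4-fold for miR-497a-5p. The totals as deposited, the planned signal, gave 2.52-fold for miR-195a-5p, within 1.5 times of the paper's value, but with no call for it. They gave 11.9-fold for miR-497a-5p, and 11 of the 30 names higher in Fig. 1a and 4 of the 18 lower were not called in the figure's direction.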

Other observations

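All tests in this part were chosen after the values had been seen, apart from the sets, the test of GC content and probe length, and the family members.

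MiR-15a-5p, miR-15b-5p, miR-16-5p and miR-322-5p share the family of the cluster but lie outside it. The paper measured the first 3 by qRT-PCR in other samples. On the arrays their log2 fold changes were 0.72, 0.65, 0.21 and 0.37, with adjusted p of 2.6e-05, 3.1e-05, 0.0034 and 0.00072 from limma. Adjusted over the list alone, all 4 also passed. MiR-16-5p was not past the threshold after 75th percentile scaling (0.065), without normalization (0.17) or with the totals as deposited (0.11). Binding of miR-16-5p to the miR-195a-5p probes would not give a larger change in miR-195a-5p than in miR-16-5p, and the 2 differed by 3.58 on the log2 scale, which argues against it. Dominance of few miRNAs also has evidence against it. MiR-6366 held 54.1 to 60.1% of the detected signal, and after 75th percentile scaling, which it does not move, the smaller of the 2 changes was 3.29. Log2 fold changes followed probe length and GC content across the 231 miRNAs (Spearman's rho 0.40 and -0.30, across miRNAs, which are not independent). With that trend removed, the smaller of the 2 changes was 2.81 against a residual SD of 0.87. Open is the slide. All 10 detected control features were brighter on the type H slide, by 0.21 to 1.47 on the log2 scale, and slide and cell type cannot be told apart. These control values were deposited totals without normalization, not checked for another feature's signal. Without normalization the median log2 difference over the 231 miRNAs was -0.11, opposite in direction to the controls.

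Deposited totals that exceed a miRNA's own probes are explained in all 458 cases by the total of the miRNA before it in name order, against 4 matches after shifting. A candidate source is a sum that was not reset between miRNAs, in the scanner's software or later, which the values do not settle.

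Of the 122 falls past the threshold, 19 (15.6%) had a TGTGTG stretch in the sequence their probes bind, against 2 of the 139 rises (1.4%; Fisher's exact test, p = 1.8e-05, across miRNAs, which are not independent). A candidate explanation is that probes with a shared repeat read each other's miRNAs, so that these falls may be fewer than their number. Whether this comes from the cells or the slide was not tested.

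The set listed as endothelial holds 4 names, of which 2 were on the array, both arms of miR-126a. Neither arm was detected on any of the 6 arrays, while 6 of the 8 stromal miRNAs on the array were detected on all. The endothelial names that were not on the array have no value. None of the 6 haematopoietic miRNAs on the array was detected on any array (0). Blood cells as the main source of the RNA would bring several of these, so the 0 detected argues against them if these probes read their miRNAs. The arrays give no separate check of that, and a small share of such cells is not excluded. RNA of cells other than endothelial cells is a possible explanation for the missing miR-126a, as are probes that do not read it, and the arrays give no value that tells these apart.

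By camera, the miR-17~92 cluster (6 members tested, all higher, median log2 fold change 1.20, adjusted p = 0.0068) and the miR-15 family (6 members, all higher, median 0.69, adjusted p = 0.012) were past the threshold and the stromal set (median 0.34, adjusted p = 0.083) was not. The stromal set was past it by camera after 75th percentile scaling (adjusted p = 0.025) and without normalization (adjusted p = 0.020), where 3 sets were. All 3 passed under fry and none under an estimated correlation. After 75th percentile scaling, 5 of the 6 members of the miR-17~92 cluster were higher. MiR-17-3p was not past the threshold with the totals as deposited (0.11). The family set holds the 2 miRNAs of the paper's main result.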
